# SPEN is required for *Xist* upregulation during initiation of X chromosome inactivation

**DOI:** 10.1038/s41467-021-27294-5

**Published:** 2021-12-01

**Authors:** Teresa Robert-Finestra, Beatrice F. Tan, Hegias Mira-Bontenbal, Erika Timmers, Cristina Gontan, Sarra Merzouk, Benedetto Daniele Giaimo, François Dossin, Wilfred F. J. van IJcken, John W. M. Martens, Tilman Borggrefe, Edith Heard, Joost Gribnau

**Keywords:** Developmental biology, Molecular biology, Stem cells

## Abstract

At initiation of X chromosome inactivation (XCI), *Xist* is monoallelically upregulated from the future inactive X (Xi) chromosome, overcoming repression by its antisense transcript *Tsix*. *Xist* recruits various chromatin remodelers, amongst them SPEN, which are involved in silencing of X-linked genes in *cis* and establishment of the Xi. Here, we show that SPEN plays an important role in initiation of XCI. *Spen* null female mouse embryonic stem cells (ESCs) are defective in *Xist* upregulation upon differentiation. We find that *Xist*-mediated SPEN recruitment to the Xi chromosome happens very early in XCI, and that SPEN-mediated silencing of the *Tsix* promoter is required for *Xist* upregulation. Accordingly, failed *Xist* upregulation in *Spen*^−/−^ ESCs can be rescued by concomitant removal of *Tsix*. These findings indicate that SPEN is not only required for the establishment of the Xi, but is also crucial in initiation of the XCI process.

## Abstract (web summary)

SPEN is a key player in initiation of X chromosome inactivation. Here, the authors show that SPEN is required for Xist-mediated silencing of its own antisense regulator Tsix.

## Introduction

To compensate for gene-dosage imbalance between females (XX) and males (XY), female placental mammals randomly inactivate one X chromosome early during embryonic development^1^. In mice, random X-chromosome inactivation (XCI) takes place in the epiblast in three phases: initiation, establishment, and maintenance. During the initiation phase, the long noncoding RNA (lncRNA) *Xist* is upregulated from the future inactive X (Xi) chromosome^2–4^. *Xist* is located within the X Chromosome Inactivation Centre (*Xic*), an X-linked region required for XCI that contains different *cis*-regulatory elements, including *Tsix*, another lncRNA gene that is transcribed antisense to and completely overlaps *Xist*^5^. *Tsix* negatively regulates *Xist* expression via antisense transcription and chromatin remodeling^6–12^. Together*, Xist* and *Tsix* form a master switch that controls initiation of XCI: in the pluripotent state, *Tsix* is biallelically expressed, repressing both alleles of *Xist*, while upon initiation of XCI, the balance changes, resulting in downregulation of *Tsix* and upregulation of *Xist* on the future Xi. *Trans*-regulators including pluripotency factors OCT4, NANOG, REX1 as well as XCI activators are key in controlling this switch by regulating *Xist* and *Tsix* transcription (reviewed in^13^). Later, during the establishment phase of XCI, the 17 kb lncRNA *Xist* spreads in *cis* along the future Xi and recruits different proteins involved in gene silencing that render the X transcriptionally inactive (reviewed in^14^). Active histone marks (H3K4me2/me3, H3 and H4 acetylation) are removed and repressive histone marks are instigated, catalyzed by polycomb group complexes and other protein complexes (reviewed in^15^). Finally, in the maintenance phase, the inactive state of the Xi is epigenetically propagated across cell divisions.

Different studies consisting of *Xist* RNA immunoprecipitations coupled to mass spectrometry^16–18^ and genetic screens^19,20^ identified SPEN (also known as SHARP in human and MINT in mouse) as a crucial factor in the establishment phase of XCI. SPEN is a large protein with four N-terminal RNA recognition motifs (RRM) and a highly conserved C-terminal SPOC domain able to recruit different proteins involved in transcriptional silencing^21,22^. SPEN is also involved in the Notch signaling pathway and nuclear receptor signaling, where it acts as a transcriptional corepressor^23,24^.

SPEN is crucial for X-linked gene silencing^16,17,19,20^ by binding the *Xist* repeat A (RepA) via its RRM domains^17,19^ and interacting via its SPOC domain with the corepressors NCoR/SMRT to recruit/activate histone deacetylase 3 (HDAC3), responsible for the removal of histone H3 and H4 acetylation at promoters and enhancers of genes located on the future Xi^16,25^. Despite this crucial role for SPEN in establishment of the Xi, these studies did not report defects in *Xist* upregulation and coating^16,17,19,20,25^, possibly due to forced *Xist* upregulation using doxycycline-inducible systems (Supplementary Table 1).

Here, we show that SPEN accumulates on the Xi very early during differentiation and is required for *Xist* upregulation. We show that SPEN has a dual function, required to silence *Tsix* and facilitate *Xist* upregulation, and stabilization of *Xist* RNA. Together, our results indicate that SPEN is not only necessary for X-linked gene silencing, but also plays a crucial earlier role in the regulation of initiation of XCI.

## Results

### SPEN is required for *Xist* upregulation

Previous work has shown how SPEN is crucial for silencing of X-linked genes, but these studies did not investigate the role of SPEN in initiation of *Xist* expression. Therefore, we generated *Spen* homozygous (*Spen*^−/−^) and heterozygous (*Spen*^+/−^) knockout mouse embryonic stem cells (ESCs) by deleting the complete open-reading frame (ORF) using the CRISPR/Cas9 technology (Supplementary Fig. 1a). These lines were generated in a hybrid F1 129/Sv:Cast/EiJ (129/Cast) genetic background with a doxycycline-responsive endogenous *Xist* promoter located on the Cast X chromosome^26^ (Fig. 1a). The S*pen* ORF deletion was verified by PCR on genomic DNA (gDNA) and Western blot analysis (Supplementary Fig. 1b,c). Allele-specific RNA-seq analysis (Supplementary Fig. 1d) of wild-type (Wt) undifferentiated ESCs (day 0) containing the doxycycline-responsive *Xist* promoter treated with and without doxycycline for 4 days showed skewed X-linked gene silencing toward the Cast allele (Fig. 1b, Supplementary Fig. 1e top left). On the other hand, the same analysis in *Spen*^−/−^ ESCs showed impaired X-linked gene silencing (Fig. 1b, Supplementary Fig. 1e bottom left), as described before^16,17,19,20^ (Supplementary Table 1).

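The RNA-seq data comprised 16 libraries, 2 biological replicates of each of 8 conditions: Wt and Spen-/- cells at day 0 without and with doxycycline, at day 3 of differentiation without it, and at day 7 with it. Cells treated with doxycycline were sorted for dsRed, so a comparison of dox with no dox is also one of sorted with unsorted cells. For each library the authors' deposited files give raw counts per gene, without normalization, split into reads with a 129/Sv variant, reads with a Cast/Ei variant and unassigned reads. Between 7571566 and 14822867 reads per library were counted on genes (median 9634647.5), of which 1034604 to 1945006 (13.0% to 15.3%) were allele-specific. The allelic ratio of a gene is its Xi reads divided by its Xi and Xa reads, with Cast as Xi at days 0 and 7 and 129 as Xi at day 3. X-linked genes with more than 20 allele-specific reads over both replicates of every compared condition were kept, and the median over these genes was taken in each library. Differences were tested gene by gene with edgeR's quasi-likelihood test on the allele-specific counts, and for all X-linked genes together with limma's two-sided fry rotation test in the same fit, adjusted over 6 comparisons. Total counts, which add the unassigned reads, were tested with edgeR after TMM normalization. These tests were chosen before the data were examined, apart from the adjustment over 6 comparisons, which was added after the p-values had been seen. With 2 libraries against 2, no exact permutation test can give a p under 0.333, so both fits estimate the spread from all 16 libraries. SDs are over 2 libraries, and intervals and floors cover counting error only, since reads without molecular identifiers are not independent molecules. As a control for allelic bias, the median Cast share of autosomal genes was 0.465 to 0.500 in all libraries.

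The deleted gene, Spen (ENSMUSG00000040761, chromosome 4 of GRCm38, 141467890 to 141538597), had 16.2 to 43.5 CPM (with TMM factors) in the 8 Wt libraries and 0.128 to 5.44 in the 8 Spen-/- libraries. In replicates 1 and 2 of Wt cells it had 43.5 and 23.5 at day 0 without doxycycline, 20.1 and 31.7 with it, 21.8 and 16.2 at day 3, and 36.6 and 27.7 at day 7. In Spen-/- cells, in the same order, it had 1.28 and 5.44, 2.33 and 1.78, 0.315 and 1.61, and 0.128 and 0.697 CPM. These correspond to 112 reads in all Spen-/- libraries against 2466 in all Wt libraries. The log2 fold change between genotypes was -3.32 and -3.65 at day 0 without and with doxycycline, -4.27 at day 3 and -6.22 at day 7, and after adjustment over all 18150 genes tested only the last passed 0.05 (edgeR, adjusted p = 0.00491).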

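In Wt cells at day 0, 276 X-linked genes had enough allele-specific reads with and without doxycycline. Their median allelic ratio was 0.505 and 0.499 in the replicates without doxycycline and 0.144 and 0.155 in those with it, a change of the mean from 0.502 ± 0.00416 to 0.149 ± 0.00733 (SD, n = 2). The difference of -0.353 was larger than the spread between replicates by more than an order of magnitude (edgeR fit with limma's fry, adjusted p = 4.5e-08). It was smallest, -0.290, when reads were summed over genes instead of taking the median gene. Gene by gene, 41 of the 276 passed an adjusted p of 0.05, all with a lower ratio, against 1 gene outside the X chromosome. Before adjustment, 147 were lower and 1 was higher at a p under 0.05, and DESeq2 called 73, all lower. Leaving out 1 of the 4 libraries gave between 12 calls (without replicate 1 with doxycycline) and 27 (without replicate 1 without it), of which 1 was higher. With replicates pooled, 264 genes had a lower and 8 a higher ratio with doxycycline (Wilcoxon signed-rank test across genes, n = 276, adjusted p = 1.34e-43), a test that takes genes and not libraries as replicates. Rlim (Rnf12, ENSMUSG00000056537, X chromosome, 103957163 to 103981284) had 703 of 1289 and 503 of 955 allele-specific reads from Cast without doxycycline, and 36 of 620 and 36 of 401 with it. The latter are shares of 0.0581 (95% Wilson interval 0.0422 to 0.0793) and 0.0898 (0.0656 to 0.122). In total counts, X-linked genes fell by 0.55 on the log2 scale relative to autosomal genes (edgeR fit with limma's fry, adjusted p = 3.59e-05), and without a filter on low counts this median fell by 0.06, with the set test still past an unadjusted p of 0.05. Xist (ENSMUSG00000086503, X chromosome, 103460366 to 103483254) rose from 27.4 and 46.2 CPM to 180.4 and 281.6, and 412 of 420 and 312 of 339 of its allele-specific reads with doxycycline came from Cast. Xist overlaps Tsix on the other strand, and the strand setting of the counting is not stated in the paper's text. The paper states from these ratios that silencing was skewed toward the Cast allele.

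**Figure D1:**
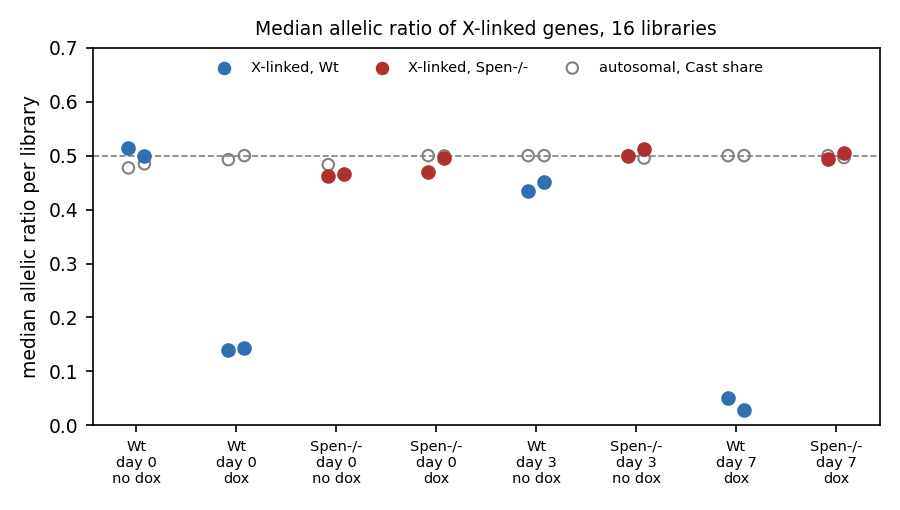
Median allelic ratio Xi/(Xi+Xa) of X-linked genes in each library (filled points, Wt in blue and Spen-/- in red) and median Cast share of autosomal genes (open points), each over the genes with more than 20 allele-specific reads in that condition. Only the Wt libraries with doxycycline lie under 0.2, at 0.139 and 0.143 at day 0 and at 0.0505 and 0.0290 at day 7.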

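In Spen-/- cells at day 0, over 276 X-linked genes, the median ratio was 0.466 and 0.476 in the replicates without doxycycline and 0.471 and 0.493 with it. The mean went from 0.471 ± 0.00649 to 0.482 ± 0.0151 (SD, n = 2), a difference of 0.011 that lies inside the spread of the treated replicates (edgeR fit with limma's fry, adjusted p = 0.600). With a correction for each library's autosomal median the difference became -0.0147, so its sign is not determined. No X-linked gene passed an adjusted p of 0.05, 2 were lower and 3 higher at a p under 0.05 before adjustment, and DESeq2 called 0. With replicates pooled, 123 genes had a lower and 148 a higher ratio with doxycycline (Wilcoxon signed-rank test across genes, n = 276, adjusted p = 0.271). Rlim kept 399 of 865 and 358 of 750 reads from Cast with doxycycline, shares of 0.461 (95% Wilson interval 0.428 to 0.495) and 0.477 (0.442 to 0.513), against 0.450 and 0.489 without it. X-linked genes moved by 0.00 on the log2 scale relative to autosomal genes in total counts (edgeR fit with limma's fry, adjusted p = 0.746). Xist rose from 25.5 and 18.5 to 80.8 and 38.6 CPM, below the Wt cells with doxycycline, with a log2 fold change of -1.95 between genotypes that did not pass adjustment (edgeR, adjusted p = 0.213). Over the 253 genes with enough reads in all 4 day 0 conditions, the change with doxycycline differed between the genotypes by 0.353 (edgeR fit with limma's fry, adjusted p = 1.45e-07), and 13 genes passed an adjusted p of 0.05 for this difference, all less reduced in Spen-/- cells. Without doxycycline the ratio was lower in Spen-/- than in Wt cells by a small margin, 0.467 ± 0.00539 against 0.505 ± 0.00678 (SD, n = 2) over 284 genes. That difference gave an adjusted p = 0.026 in the edgeR fit with limma's fry, and did not pass 0.05 with any 1 library left out. With the correction for each library's autosomal median it was -0.0311 (fry in the edgeR fit scaled per allele, adjusted p = 0.0535), no longer past 0.05. Before the adjustment over 6 comparisons this corrected difference still passed 0.05. The paper states that silencing was impaired in Spen-/- cells.

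**Figure D2:**
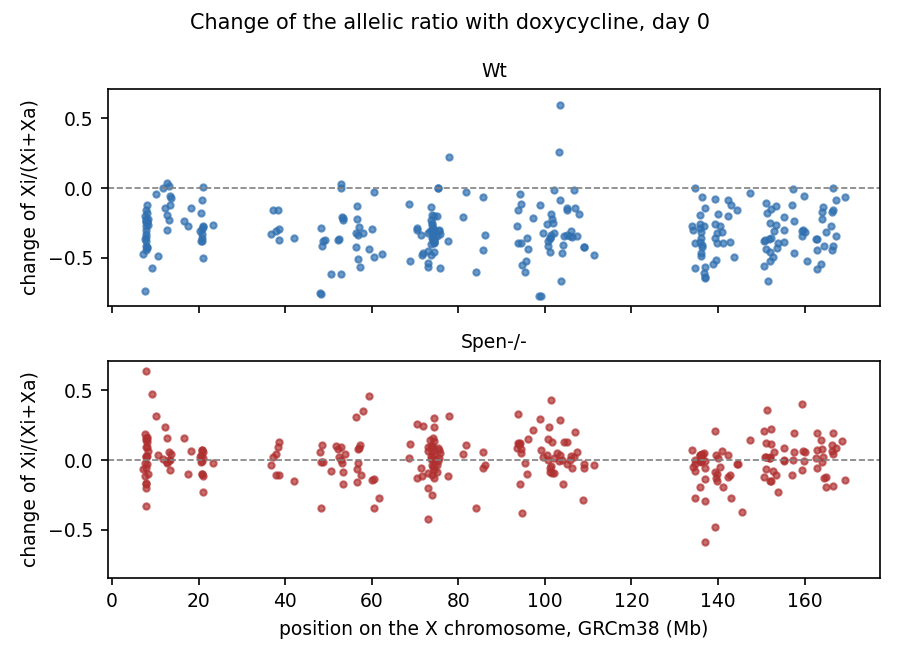
Change of the allelic ratio Xi/(Xi+Xa) with doxycycline at day 0 for each X-linked gene, by position on the X chromosome (Mb), in Wt (top) and Spen-/- cells (bottom), replicates pooled. In Wt cells 264 of 276 genes lie under 0, and in Spen-/- cells 123 lie under and 148 above it.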

**Fig. 1:**
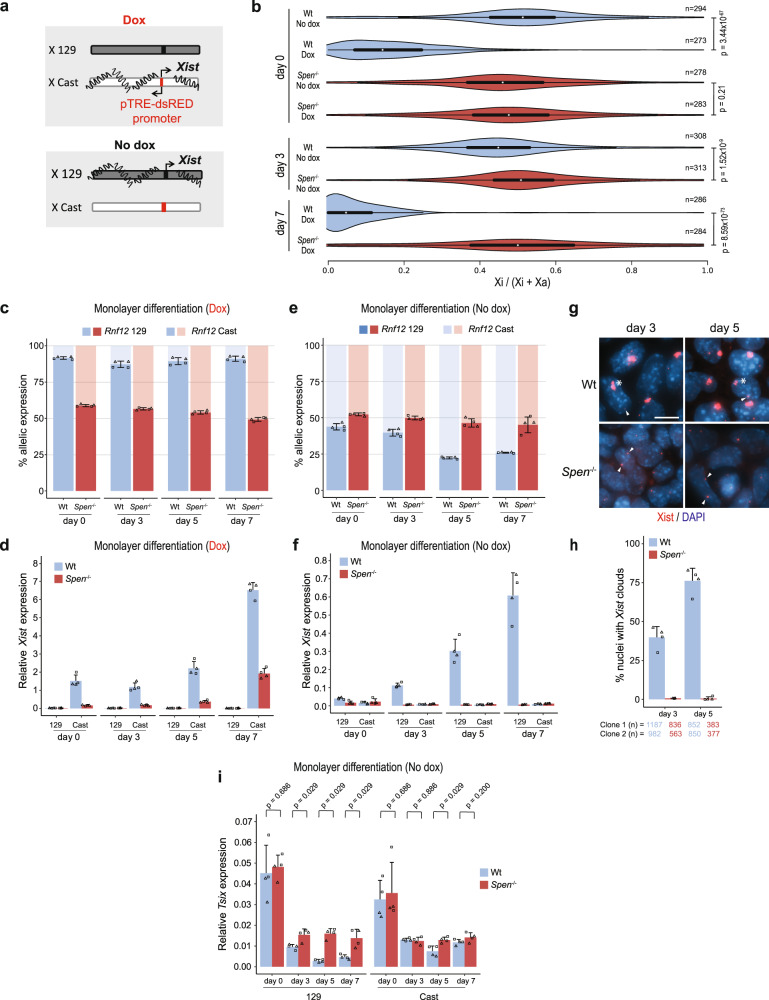
Impaired *Xist* upregulation in *Spen*^−/−^ ESCs upon monolayer differentiation. **a** Overview of the endogenous doxycycline-inducible *Xist* hybrid system used in this study. Addition of doxycycline leads to inactivation of the Cast X chromosome, while no addition of the drug leads to inactivation of the 129 X chromosome. **b** Violin plots depicting the distribution of the allelic ratios ((Xi)/(Xi+Xa)) of X-linked genes in Wt and *Spen*^−/−^ ESCs, untreated or treated with doxycycline at days 0, 3, and 7 of differentiation. This figure summarizes data in Supplementary Fig. 1e. The box plots inside the violin plots display the median (central white dot), the interquartile range (box limits) and the whiskers represent 1.5x of the interquartile range. Two-sided Mann–Whitney test corrected with Benjamini–Hochberg for multiple testing (α < 0.05). *n* = genes with more than 20 reads. Xa = active X chromosome. **c** Percentage of *Rnf12* allelic expression at different time points of monolayer differentiation of two independent Wt and *Spen*^−/−^ ESC lines treated with doxycycline, determined by RT-qPCR. Relative *Rnf12* allelic (129 and Cast) expression was normalized to *Rnf12* total expression and averaged ± standard deviation (SD). Reference gene: *Hist2h2aa1*. **d** Relative allele-specific *Xist* expression of two independent Wt and *Spen*^−/−^ ESC lines at different time points of monolayer differentiation treated with doxycycline. Average expression ± SD. Reference gene: *Hist2h2aa1*. **e** Same as displayed in (**c**) without doxycycline. **f** Same as displayed in (**d**) without doxycycline. **g** *Xist* RNA FISH (red) of Wt and *Spen*^−/−^ ESC lines at days 3 and 5 of differentiation. Both *Tsix* pinpoints (arrowheads) and *Xist* clouds (asterisks) are visible. DNA is stained with DAPI (blue). Scale bar: 10 µm. **h** Quantification of (**g**), displaying the average percentage of nuclei with *Xist* clouds. Average percentage ± SD, the total number of counted nuclei per clone is indicated. **i** Relative allele-specific *Tsix* expression of Wt and Spen^−/−^ ESCs at different time points of monolayer differentiation, determined by RT-qPCR. Average expression ± SD. Two-sided Mann–Whitney test (*α* < 0.05). Reference gene: *Hist2h2aa1*. (**c**–**f, h, i**) *n* = 4 biological replicates including 2 independent clones (squares vs. circles) per condition.

To trigger XCI in the context of differentiation, we forced *Xist* upregulation by doxycycline treatment followed by monolayer differentiation. Allele-specific RNA-seq analysis of Wt and *Spen*^−/−^ ESCs treated with doxycycline at day 7 of monolayer differentiation (Supplementary Fig. 1d) also revealed a lack of X-linked gene silencing along the entire X chromosome (Fig. 1b, Supplementary Fig. 1e bottom right). Similarly, allele-specific RT-qPCR analysis of the X-linked gene *Rnf12* revealed impaired silencing (Fig. 1c). 

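At day 7 of differentiation with doxycycline, 263 X-linked genes had enough allele-specific reads in both genotypes. Their median ratio was 0.0634 and 0.0447 in the Wt replicates and 0.496 and 0.503 in the Spen-/- replicates. The means were 0.0541 ± 0.0132 and 0.500 ± 0.00515 (SD, n = 2), and the difference of 0.446 far exceeded the replicate SDs (edgeR fit with limma's fry, adjusted p = 6.95e-11). Summed reads gave a difference of 0.347. Of the 263 genes, 119 passed an adjusted p of 0.05, all with a higher ratio in Spen-/- cells, and leaving out 1 of the 4 libraries gave from 73 (without Wt replicate 2) to 137 calls (without Spen-/- replicate 1). In the same test 132 genes outside the X chromosome passed as well. DESeq2 called 169 X-linked genes and 411 others. When the 4 day 7 libraries were fitted alone, 2 X-linked genes and 0 others passed, and the set test gave an unadjusted p of 0.000776 (fry). With replicates pooled, 240 genes had a higher and 14 a lower ratio in Spen-/- cells (Wilcoxon signed-rank test across genes, n = 263, adjusted p = 3.46e-42). Rlim had 66 of 665 and 25 of 559 reads from Cast in Wt cells, and 430 of 1060 and 465 of 1185 in Spen-/- cells. Its share in Spen-/- cells was 0.406 (95% Wilson interval 0.376 to 0.436) and 0.392 (0.365 to 0.421), below 0.5 in both libraries. In Wt cells 6 genes listed beforehand as known escape genes had a median ratio of 0.298, above 99.98% of 10000 random lists of 6 X-linked genes. The highest ratios in Wt cells, among 206 genes that could be ranked, were those of Gm1947 (1.0), Xist (0.990), Gm8822 (0.705), Eif2s3x (0.661) and Hspa9-ps1 (0.544), all but Xist with at least 0.5 from Cast before treatment too. X-linked genes were 0.70 higher in Spen-/- than in Wt cells on the log2 scale, relative to autosomal genes, in total counts (edgeR fit with limma's fry, adjusted p = 3.71e-05). Without a filter on low counts the median difference was 0, with the set test still past an unadjusted p of 0.05. Both Spen-/- libraries had fewer detected genes and a wider spread of allelic ratios than the other 14, on autosomes too, which limits single genes more than medians. From the ratios at day 7 the paper states that silencing was missing along the whole X chromosome.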

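The allelic ratios of Spen-/- cells at day 0 were also grouped by expression. The 276 X-linked genes with enough reads were divided into 3 equal groups of 92 by their mean CPM over all libraries, and z is the pooled ratio with doxycycline minus that without it. The lowest group covered 3.08 to 40.1 CPM and had a median z of 0.000, the middle group 0.00179 and the highest 0.0192. The paper's methods define the lowly silenced genes of an earlier study by a z with the limits -0.05 and -0.2. In the lowest group 24 genes met it, and 24 had a z between 0.05 and 0.2, the range that noise would fill to the same extent (two-sided exact binomial test, p = 1). In the middle group the counts were 31 and 25 (p = 0.504 by the same binomial test), and in the highest 15 and 26 (binomial p = 0.117). Over all 276 genes they were 70 and 75 (binomial p = 0.740). Among the 276 genes with enough reads in Wt cells, grouped in the same way, the lowest group had a median z of -0.331, with 17 genes in the lower range, 63 below it and 0 in the mirror range. The lowest group is the one with the fewest reads per gene, and its median z depended on the libraries: it was -0.0396 without replicate 1 with doxycycline and 0 without replicate 2, against an SD of 0.0229 between pairs of single libraries. The group was formed from expression in these libraries, because the gene list of the earlier study is not given as a table in the paper's text.

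**Figure D3:**
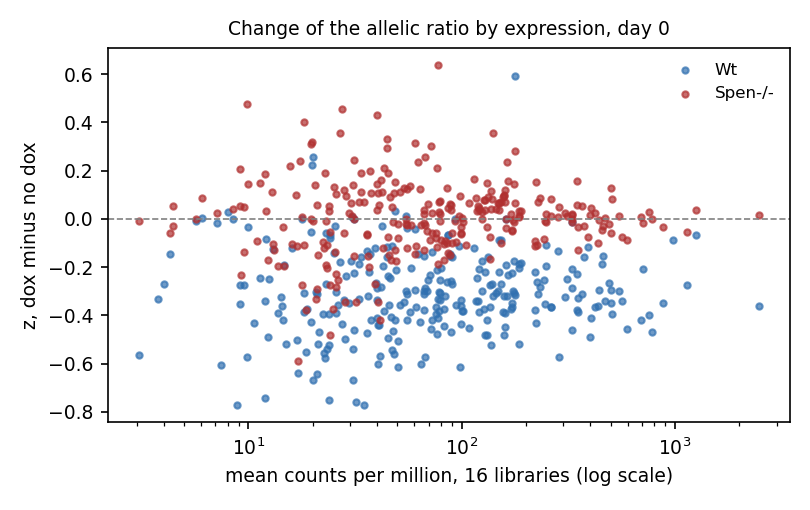
Change of the allelic ratio with doxycycline at day 0 (z) against mean CPM over the 16 libraries on a log scale, 1 point per X-linked gene, in Wt (blue) and Spen-/- cells (red). The Spen-/- points lie on both sides of 0 at every level of expression, with medians of 0.000, 0.00179 and 0.0192 from the lowest to the highest group.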

Although previous work indicated that in *Spen*^−/−^ ESCs, a group of lowly expressed X-linked genes are susceptible to SPEN-independent gene silencing^27^, our RNA-seq analysis shows no silencing of this specific group of genes (Supplementary Fig. 1f,g). We observed *Xist* upregulation in Wt and *Spen*^−/−^ cells, however doxycycline induction resulted in lower *Xist* expression levels in *Spen*^−/−^ compared with Wt ESCs (Fig. 1d), an effect that was also reported in a recent study^27^.

Next, we recapitulated physiological XCI by monolayer differentiation in the absence of doxycycline to allow normal *Xist* upregulation and X-linked gene silencing. Allele-specific RNA-seq analysis of Wt and *Spen*^−/−^ ESCs at day 3 without doxycycline (Supplementary Fig. 1d) shows a significant difference in silencing (Fig. 1b, Supplementary Fig. 1e top right) also visible for *Rnf12* at day 3 by RT-qPCR and more pronounced at later time points of differentiation (days 5 and 7) (Fig. 1e). 

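At day 3 without doxycycline the ratio counts 129 as Xi. Over 314 X-linked genes with enough reads in both genotypes, the median was 0.434 and 0.451 in the Wt replicates and 0.500 and 0.513 in the Spen-/- replicates. The means of 0.442 ± 0.0119 and 0.506 ± 0.00886 (SD, n = 2) differed by 0.0639, more than either SD (edgeR fit with limma's fry, adjusted p = 0.00245). With each library left out in turn the difference stayed between 0.0555 and 0.0723. A difference of the same sign was present at day 0 without doxycycline. Over the 260 genes with enough reads in all 4 conditions the 129 share was higher in Spen-/- cells by 0.0362 at day 0 and by 0.0635 at day 3, and the increase of 0.0273 did not pass an unadjusted p of 0.05 (fry, a comparison chosen after the result was seen). No single gene passed an adjusted p of 0.05, 0 were lower and 7 higher in Spen-/- cells at a p under 0.05 before adjustment, and DESeq2 called 0, so the difference was detected only for the X-linked genes as a set. In simulated data of the same depth, a set moved by 1.3-fold was detected while 19% of genes moved by 4-fold were called. The simulated data had the spread estimated from all 16 libraries. In total counts, replicates at day 3 differed less than most. Their chi-square per degree of freedom was 12.8 in Wt and 23.3 in Spen-/- cells, against up to 89.9. The simulation may therefore understate how many single genes could be called at day 3. In a fit of the 4 day 3 libraries alone, 27 X-linked genes were higher and 1 lower at an unadjusted p under 0.05, and 0 passed after adjustment. With replicates pooled, 224 genes had a higher and 85 a lower ratio in Spen-/- cells (Wilcoxon signed-rank test across genes, n = 314, adjusted p = 3.47e-17). Rlim had 439 of 1078 and 395 of 1059 reads from 129 in Wt cells, shares of 0.407 (95% Wilson interval 0.378 to 0.437) and 0.373 (0.344 to 0.403). In Spen-/- cells it had 519 of 1012 and 548 of 1150, shares of 0.513 (0.482 to 0.544) and 0.477 (0.448 to 0.505). X-linked genes were 0.25 higher in Spen-/- than in Wt cells on the log2 scale, relative to autosomal genes, in total counts (edgeR fit with limma's fry, adjusted p = 0.00711), and without a filter on low counts this was 0.09 and no longer past an unadjusted p of 0.05, as also without Wt replicate 1. From these data the paper states that silencing differed between the genotypes at day 3, and from RT-qPCR of Rnf12 that this was larger on days 5 and 7.

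**Figure D4:**
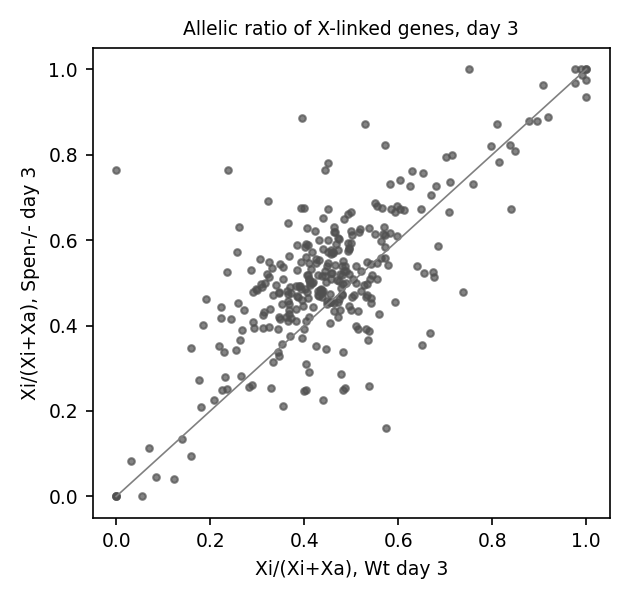
Allelic ratio Xi/(Xi+Xa) of each X-linked gene at day 3 without doxycycline, Wt on the horizontal and Spen-/- on the vertical axis, replicates pooled, with the line of equal ratios. Of the 314 genes, 224 lie above the line and 85 under it.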

Remarkably, in *Spen*^−/−^ cells, *Xist* upregulation from the 129 allele was completely abrogated (Fig. 1f), contrasting earlier evidence that suggested that SPEN is not required for *Xist* upregulation and coating^16,17,19,20,25^ (Supplementary Table 1). In addition, differentiating *Spen*^−/−^ ESCs lack *Xist* clouds, determined by RNA-FISH (Fig. 1g,h), while *Tsix* was significantly more expressed from the Wt 129 allele in *Spen*^−/−^ cells compared with Wt cells in differentiating cells (Fig. 1i), suggesting that SPEN might be necessary for *Tsix* silencing. Importantly, RT-qPCR analysis confirmed proper silencing of pluripotency genes *Rex1* and *Nanog*, and upregulation of endoderm marker *Gata6* (Supplementary Fig. 1h) in *Spen*^−/−^ ESCs upon monolayer differentiation, indicating that loss of *Xist* expression is not related to defective ESC differentiation.

Furthermore, while *Spen*^+/−^ cells are able to upregulate *Xist* and silence *Rnf12* upon doxycycline treatment followed by monolayer differentiation (Supplementary Fig. 2a,b), they show reduced *Rnf12* silencing upon physiological differentiation without a defect in *Xist* upregulation (Supplementary Fig. 2c,d). Given that SPEN levels are reduced in *Spen*^+/−^ cells (Supplementary Fig. 1c), these results demonstrate that SPEN dosage is important in XCI.

### *Spen* rescue leads to normal *Xist* expression levels

To confirm our results, we performed a rescue experiment by stably reexpressing *Spen* through introduction of the full-length *Spen* cDNA in the *ROSA26* locus^25^ of *Spen*^−/−^ ESCs (Supplementary Fig. 3a). Successful integration was verified by gDNA PCR and confirmed by *Spen* mRNA and protein levels by RT-qPCR and Western blot, respectively (Supplementary Fig. 3b–d). The generated rescue clones (Clones A, B, and C) display two- to three-fold overexpression of *Spen* RNA at the ESC stage and during monolayer differentiation (Supplementary Fig. 3c). In contrast to the *Spen*^−/−^ lines, all *Spen*^−/−(cDNA)^ rescue clones express *Xist* at similar levels to Wt clones during monolayer differentiation (Fig. 2a). Allele-specific expression analysis of *Rnf12* and *Tsix* (129 allele) indicated that the silencing defect is partially rescued in *Spen*^−/−(cDNA)^ clones (Supplementary Fig. 3e, f). Moreover, RT-qPCR analysis shows silencing of pluripotency markers (*Sox2* and *Oct4*) and upregulation of the endoderm marker *Gata6* in the *Spen* rescue clones (Supplementary Fig. 3g), indicating that *Spen* overexpression does not cause a differentiation phenotype. Interestingly, in undifferentiated *Spen*^−/−(cDNA)^ ESC clones, *Xist* levels were higher than in Wt controls (Fig. 2a), and *Xist* RNA-FISH analysis revealed a significant percentage of *Spen*^−/−(cDNA)^ undifferentiated ESCs having *Xist* clouds (Fig. 2b, c), probably due to higher SPEN abundance after overexpression in the undifferentiated state (Supplementary Fig. 3c).

**Fig. 2:**
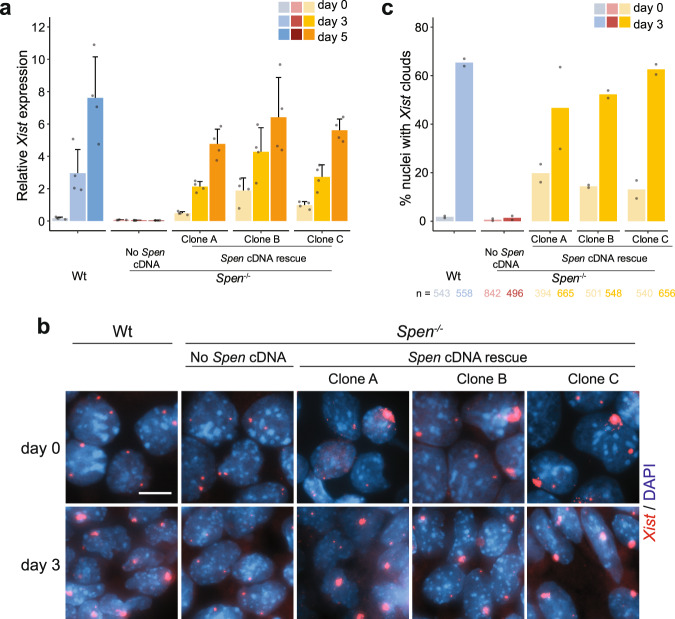
*Spen* cDNA expression in *Spen*^−/−^ ESCs rescues *Xist* expression. **a** Relative total *Xist* expression determined by RT-qPCR at days 0, 3, and 5 of monolayer differentiation of Wt, *Spe*n^−/−^ and three independent rescue clones (Clone A, B and C). Average expression ± SD, *n* = 4 biological replicates per condition. Reference gene: *Hist2h2aa1*. **b** RNA FISH of *Xist* (red) at days 0 and 3 of monolayer differentiation of Wt, *Spen*^−/−^, and *Spen* rescue clones. DNA stained with DAPI (blue). Scale bar: 10 µm. **c** Quantification of (**b**), showing the percentage of nuclei with *Xist* clouds in each condition. Average percentage, *n* = 2 biological replicates, the total number of counted nuclei is indicated.

### SPEN accumulation on the Xi early during XCI

In light of the previous results, we expect SPEN to accumulate on the Xi at the very early steps of physiological XCI. To investigate this hypothesis and since commercial SPEN antibodies suitable for immunofluorescence (IF) are lacking, we generated ESCs endogenously expressing a C-terminally tagged SPEN-GFP (Supplementary Fig. 4a). Correct GFP integration was confirmed by PCR on gDNA and by FACS analysis (Supplementary Fig. 4b,c). IF detection of GFP at different time points of monolayer differentiation revealed SPEN accumulation as early as day 1 in about 30% of the nuclei (Fig. 3a, b). This percentage remained stable until day 3, while from day 5 onward, SPEN accumulation increased to plateau at day 7. Interestingly, the intensity of SPEN-GFP accumulations gradually rises as differentiation progresses (Fig. 3c), suggesting that the number of SPEN molecules increases over time.

**Fig. 3:**
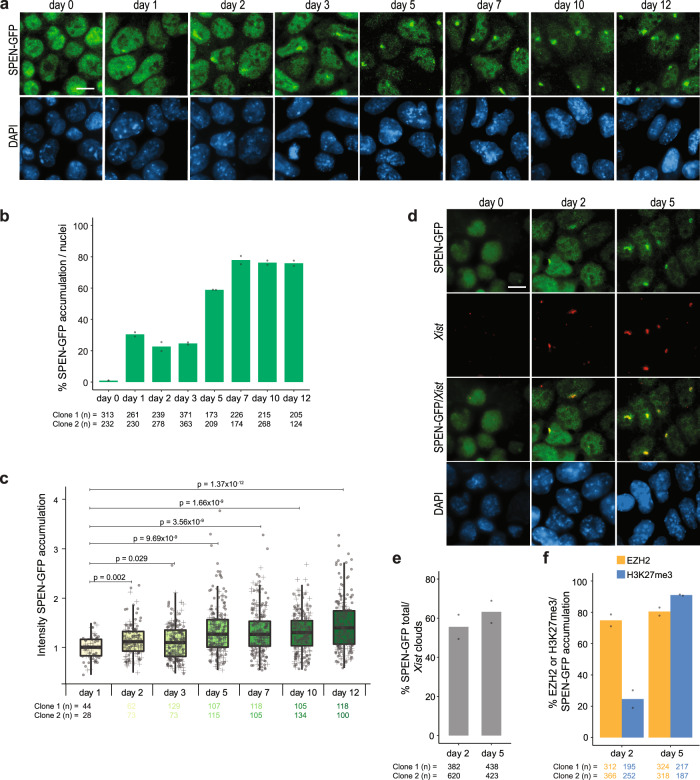
SPEN colocalizes with the Xi chromosome very early during monolayer differentiation. **a** SPEN-GFP IF staining (αGFP, green) at different time points of monolayer differentiation (day 0, 1, 2, 3, 5, 7, 10, and 12). DNA is stained with DAPI (blue). Scale bar: 10 µm. **b** Quantification of (**a**), depicting the percentage of SPEN-GFP accumulation per nuclei at different time points of monolayer differentiation. Average percentage, *n *= 2 independent clones, the total number of counted nuclei per clone is indicated. **c** Boxplots illustrating the intensity of SPEN-GFP accumulations at different days of monolayer differentiation. The box plots display the median (central black line), the interquartile range (box limits) and the whiskers represent 1.5x of the interquartile range. All the data points are shown for two independent SPEN-GFP clones (filled circles vs. crosses). Two-sided Mann–Whitney test corrected with Benjamini–Hochberg for multiple testing (*α* < 0.05). The total number of studied nuclei per clone is indicated. **d** IF (αGFP, green) combined with *Xist* RNA FISH (red) of SPEN-GFP lines at days 0, 2, and 5 of monolayer differentiation. DNA is stained with DAPI (blue). Scale bar: 10 µm. **e** Percentage of nuclei with a *Xist* cloud that also presents SPEN accumulation. Average percentage, *n *= 2 independent clones, the total number of counted nuclei per clone is indicated. Calculated from the same data as for Supplementary Fig. 4d. **f** Percentage of nuclei with SPEN accumulation that also present EZH2 or H3K27me3 accumulation. Average percentage, *n* = 2 independent clones, the total number of counted nuclei per clone is indicated. Calculated from the same data as for Supplementary Fig. 4g.

Previous studies have shown that SPEN and *Xist* colocalize in doxycycline-inducible *Xist* undifferentiated ESC lines^20,25^, although the normal timing and relationship between SPEN and *Xist* in differentiating cells remained unexplored. Therefore, we investigated SPEN accumulation in relation to *Xist*, by performing GFP IF combined with *Xist* RNA FISH in differentiating cells (Fig. 3d, Supplementary Fig. 4d). This analysis indicated that at day 2 of differentiation, about 55% of the cells with *Xist* clouds showed SPEN colocalization (Fig. 3e).

We also studied the relation of SPEN with other key players in XCI, including the PRC2 catalytic subunit EZH2 and its catalytic product H3K27me3. As found for *Xist*, we could detect colocalization of EZH2 and its associated histone modification with SPEN (Supplementary Fig. 4e–g). At day 2 of differentiation, about 70% of nuclei with SPEN accumulation displayed EZH2 and 20% H3K27me3 accumulation. At day 5, the percentage of nuclei with SPEN accumulation that also have EZH2 or H3K27me3 is of approximately 80% and 90%, respectively (Fig. 3f). Our results show that SPEN accumulation on the Xi happens very early upon differentiation in a progressive manner.

### *Xist* RNA stability is compromised in *Spen*^−/−^ ESCs

We have shown that SPEN is required for endogenous *Xist* upregulation and XCI upon ESC differentiation. In addition, we noticed that forced *Xist* upregulation resulted in reduced *Xist* RNA levels in *Spen*^−/−^ cells compared with Wt cells (Fig. 1d, Fig. 4a). Accordingly, the percentage of nuclei with *Xist* clouds was lower in *Spen*^−/−^ cells with doxycycline-induced *Xist* versus Wt cells and *Xist* clouds were in general smaller (Fig. 4b, c), an effect that could be attributed to affected stability of *Xist*. To study the role of SPEN in *Xist* stability, we determined the half-life of doxycycline-induced *Xist* RNA in *Spen*^−/−^ and Wt ESCs treated with actinomycin D to block its transcription. The remaining levels of *Xist* RNA at different time points were assessed by RT-qPCR, and the *Xist* RNA-decay rate and half-life were then calculated (Fig. 4d). In Wt ESCs, the *Xist* RNA half-life was 10 h 17 min, whereas the *Xist* half-life was reduced to 4 h 40 min in *Spen*^−/−^ cells. These results indicate that SPEN plays a role in *Xist* RNA stability, but cannot explain why physiological *Xist* upregulation is lost in *Spen*^−/−^ ESCs upon differentiation.

**Fig. 4:**
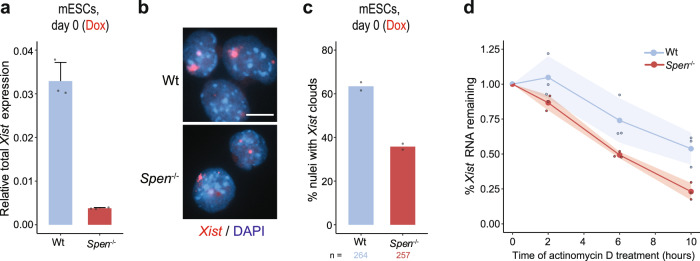
SPEN plays a role in *Xist* RNA stability. **a** Relative total *Xist* expression in undifferentiated Wt and *Spen*^−/−^ ESCs upon *Xist* induction with doxycycline for 4 days. *n* = 3 biological replicates per condition. Average expression ± SD. Reference gene: *Beta*-*actin*. **b** *Xist* RNA FISH (red) of undifferentiated Wt and *Spen*^−/−^ ESCs treated with doxycycline to induce *Xist* expression. DNA is stained with DAPI (blue). Scale bar: 10 µm. **c** Quantification of (**b**), displaying the percentage of nuclei with *Xist* clouds. Average percentage, *n* = 2 biological replicates per condition, the total number of counted nuclei is indicated. **d** Percentage of *Xist* RNA remaining at different time points of actinomycin D treatment (*t* = 0, 2, 6 and 10 h) in undifferentiated Wt and *Spen*^−/−^ ESCs treated with doxycycline. Normalized relative expression to *t* = 0 ± SD, shading represents the SD, *n* = 3 biological replicates per condition. Reference gene: *Beta*-*actin*.

### SPEN, HDAC3, and H3K27ac are enriched at the *Tsix* regulatory region

Our results showed that at late days of monolayer differentiation, *Spen*^−/−^ cells display higher *Tsix* levels than control cells (Fig. 1i), suggesting that SPEN might be recruited by *Xist* to silence *Tsix*. Hence, we explored SPEN genomic binding at the *Xist–Tsix* locus using published SPEN CUT&RUN data in undifferentiated ESCs with a doxycycline-responsive *Xist* promoter^25^. SPEN accumulation is evident on the gene body of *Xist* as well as on the *Tsix* regulatory region at 24 h of doxycycline induction, but more prominently after 4 and 8 h of induction (Fig. 5a, b). This *Tsix* regulatory region comprises the minor and major *Tsix* promoters and *Xite*, an enhancer of *Tsix*^28^. *Xist-*mediated recruitment of SPEN is important for recruitment and/or activation of HDAC3, responsible for the removal of H3K27ac from the future Xi^16,29^. Analysis of published HDAC3 and H3K27ac ChIP-seq data from undifferentiated female ESCs upon 24 h of *Xist* induction^29^ reveals HDAC3 binding and H3K27ac loss at the *Tsix* regulatory region, where SPEN is recruited (Fig. 5a). Moreover, X-linked *Rnf12* (Supplementary Fig. 5a) and *Pgk1* (Supplementary Fig. 5b) display SPEN and HDAC3 enrichment at their promoters and H3K27ac loss upon *Xist* induction. Interestingly, *Rnf12*, an early silenced gene^30^, shows SPEN and HDAC3 promoter binding in the undifferentiated state without *Xist* induction, suggesting that in the undifferentiated state, *Xist* might be sufficiently expressed at very low levels to partly silence *Rnf12*, explaining the *Rnf12* allelic ratio difference between Wt and *Spen*^−/−^ ESCs at day 0 (Fig. 1e, Supplementary Fig. 3e).

**Fig. 5:**
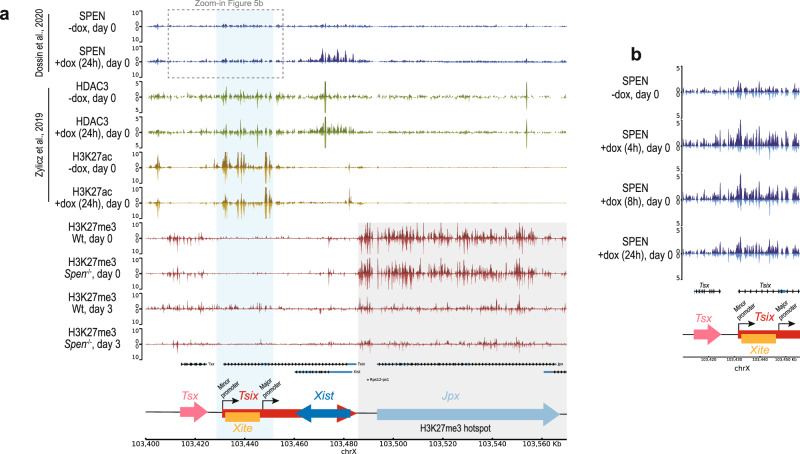
*Tsix*-regulatory region shows SPEN, HDAC3 and H3K27ac enrichment. **a** Genome browser tracks showing allele-specific SPEN, HDAC3, H3K27ac and H3K27me3 binding at the *Xist*–*Tsix* locus. The top part (dark) of each track represents the Xi and the bottom (light) the Xa. SPEN CUT&RUN (blue, top) profile in *Xist-*inducible undifferentiated ESCs (day 0) untreated or treated with doxycycline (24 h)^25^. HDAC3 (green, middle–top) and H3K27ac ChIP-seq (yellow, middle–bottom) in *Xist-*inducible undifferentiated ESC (day 0) untreated or treated with doxycycline (24 h)^29^. H3K27me3 ChIP-seq (red, bottom) in Wt and *Spen*^−/−^ ESCs at days 0 and 3 of monolayer differentiation. The light-blue rectangle highlights the *Tsix* regulatory region, including the *Tsix* minor and major promoters, and *Xite*. The light-gray rectangle highlights the H3K27me3 hotspot region. The dashed rectangle indicates the genomic region in (b). **b** Zoom-in view of the *Tsix* promoter region, showing the SPEN CUT&RUN profile in undifferentiated ESCs (day 0) untreated or treated (4 h, 8 h and 24 h) with doxycycline.

To test whether SPEN recruitment leads to H3K27me3 accumulation, we performed H3K27me3 ChIP-seq on *Spen*^−/−^ and Wt ESCs prior to and during differentiation (day 3) (Fig. 5a). This analysis showed that while Wt cells display H3K27me3 enrichment at the *Tsix*-regulatory region upon differentiation, *Spen*^−/−^ cells do not, in accordance with their lack of *Xist* upregulation. Interestingly, the H3K27me3 hotspot, located at the 3′ end of *Tsix*^31,32^, is clearly reduced upon differentiation both in Wt and *Spen*^−/−^ cells, while Wt and *Spen*^−/−^ ESCs show no difference in H3K27me3 levels, pointing to a SPEN-independent H3K27me3 enrichment at the hotspot (Fig. 5a). Altogether, these data support a model where *Xist-*mediated SPEN recruitment leads to *Tsix* promoter silencing.

### SPEN is required to silence *Tsix* to allow *Xist* upregulation

To further investigate the role of SPEN in silencing *Tsix*, we generated compound *Spen*^−/−^:*Tsix*-defective hybrid ESC lines. If *Xist*-mediated recruitment of SPEN to the *Tsix* regulatory region is crucial for *Tsix* silencing and *Xist* upregulation, we expect *Xist* upregulation upon differentiation to be rescued in these double-knockout cell lines. We made use of a *Tsix-*Stop line containing a triple poly(A) signal downstream of the major *Tsix* promoter that blocks its transcription on the 129 allele^7^, and a *Tsix-*Cherry line with a mCherry coding sequence introduced downstream of the major *Tsix* promoter on the Cast allele^33^ (Fig. 6a). As controls, we generated *Spen*^−/−^ ESCs in the same hybrid background (F1:129/Cast) where both *Xist* alleles are intact^34^, in contrast to the previously studied ESCs that contained a doxycycline-inducible *Xist* allele. Deletion of the *Spen* ORF was confirmed in all cell lines by PCR on gDNA and Western blot analysis (Supplementary Fig. 6a,b). We generated two independent knockout clones per line. All ESC lines were differentiated in biological quadruplicates, followed by allele-specific *Xist* RNA expression analysis by RT-qPCR. As expected, the F1:129/Cast control *Spen*^−/−^ line showed no *Xist* upregulation (Fig. 6b), similar to the phenotype observed in the *Spen* knockout clones generated in the heterozygous doxycycline-inducible *Xist* cell line (Fig. 1f). Remarkably, the introduction of a poly(A) signal in *Spen*^−/−^:*Tsix-*Stop lines fully rescued *Xist* upregulation upon differentiation (Fig. 6c), indicating that SPEN is required for *Xist* upregulation via *Tsix* repression. However, the *Spen*^−/−^*:Tsix-*Cherry lines displayed only mild upregulation of *Xist* upon differentiation (Fig. 6c). These differences in the rescue phenotype between *Spen*^−/−^*:Tsix-*Cherry and *Spen*^−/−^:*Tsix-*Stop lines can be explained by the remaining *Tsix* transcription in the *Tsix-*Cherry line, which is fully ablated in the *Tsix-*Stop lines (Supplementary Fig. 6c). As expected, the *Spen*^−/−^: *Tsix-*Stop lines are not able to silence *Rnf12*, despite normal *Xist* levels in the *Tsix-*Stop line (Supplementary Fig. 6d). Moreover, the Spen^−/−^:*Tsix-*Stop lines display *Xist* clouds that were similar in morphology and number compared with Wt F1:129/Cast cells (Fig. 6d, e).

**Fig. 6:**
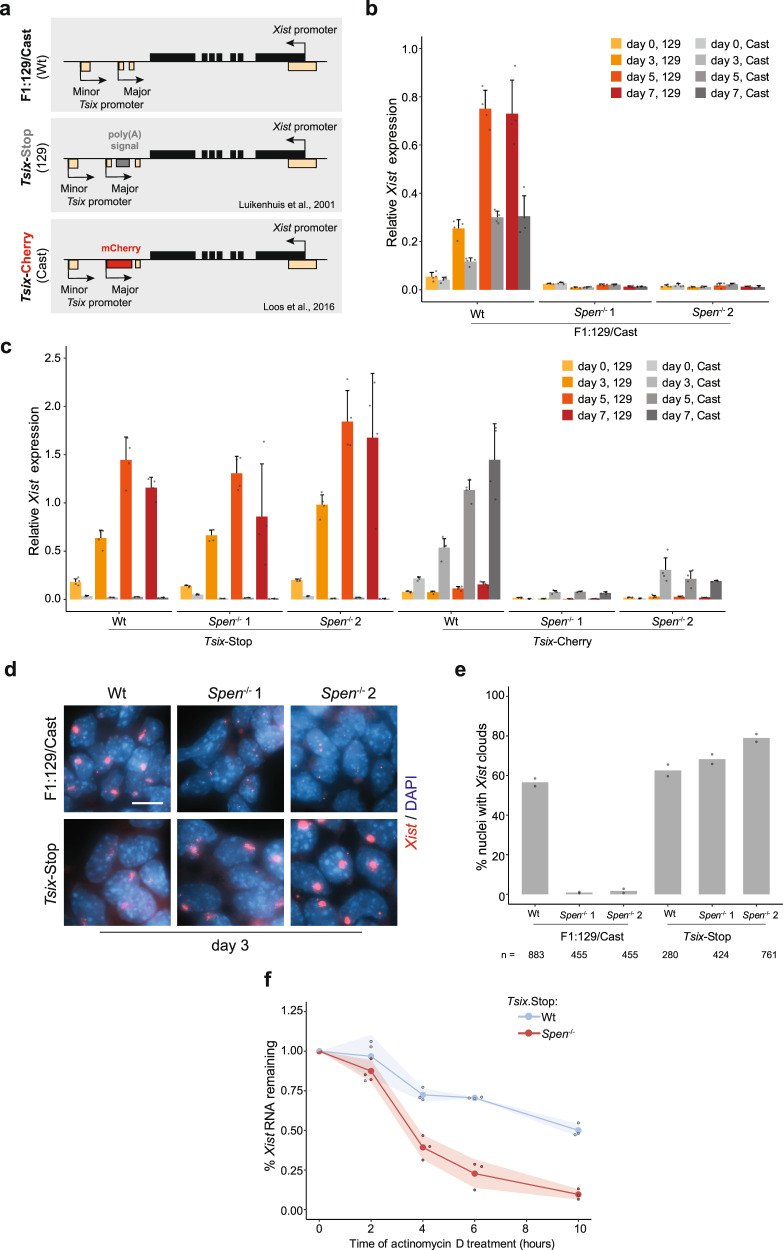
SPEN is required to silence *Tsix*, to allow *Xist* upregulation upon XCI initiation. **a** Schematic overview of the *Tsix-*defective ESC lines used to study the role of SPEN in *Tsix* silencing and *Xist* upregulation, namely, Wt (F1:129/Cast) (top), *Tsix-*Stop (middle), and *Tsix-*Cherry (bottom). The *Tsix-*Stop line is defective for *Tsix* in the 129 allele; the *Tsix-*Cherry line is defective in the Cast allele. Homozygous deletion of *Spen* was performed in the three lines. **b** Relative allele-specific *Xist* expression in Wt and *Spen*^−/−^ F1:129/Cast ESC lines at different time points of monolayer differentiation. Average expression ± SD, *n* = 4 biological replicates per condition. Reference gene: *Hist2h2aa1*. **c** Same as in (**b**) for Wt and *Spen*^−/−^ *Tsix-*Stop and *Tsix-*Cherry ESC lines. **d** *Xist* RNA FISH (red) at day 3 of monolayer differentiation in F1:129/Cast and *Tsix-*Stop Wt and *Spen*^−/−^ ESC lines. DNA is stained with DAPI (blue). Scale bar: 10 µm. **e** Quantification of (**d**), showing the percentage of nuclei with *Xist* clouds. Average percentage, *n* = 2 biological replicates per condition, the total number of counted nuclei is indicated. **f** Percentage of *Xist* RNA remaining at different time points of actinomycin D treatment (*t* = 0, 2, 4, 6, and 10 h) in differentiating Wt and *Spen*^−/−^ *Tsix-*Stop ESCs (day 3). Normalized relative expression to t = 0 ± SD, shading represents the SD, *n* = 3 biological replicates. Reference gene: *Beta*-*actin*.

Using a doxycycline-inducible *Xist* line, we have shown SPEN’s importance in *Xist* RNA stability (Fig. 4d). However, since doxycycline-induced *Xist* expression is about 10 times higher compared with its endogenous expression upon differentiation (Fig. 1d,f), we wanted to analyze the SPEN’s role in *Xist* RNA stability when expressed endogenously. For this, we used Wt: and *Spen*^−/−^:*Tsix*-Stop ESCs at day 3 of monolayer differentiation, where *Xist* is upregulated from its endogenous promoter (Fig. 6c). In Wt:*Tsix*-Stop ESCs, *Xist* RNA’s half-life was 9 h 42 min, while in S*pen*^−/−^:*Tsix*-Stop ESCs, it was reduced to 2 h 46 min (Fig. 6f), confirming that SPEN is important for *Xist* RNA stability, independently of the promoter type and RNA abundance.

Taken together, our results indicate an essential role for SPEN in *Xist* upregulation, mainly via silencing of *Tsix*, and to a lesser extent by stabilizing *Xist* RNA. SPEN is therefore not only crucial in X-linked gene silencing but also in the early initiation steps of XCI, playing a role in the feedforward loop leading to *Xist* activation (Fig. 7).

**Fig. 7:**
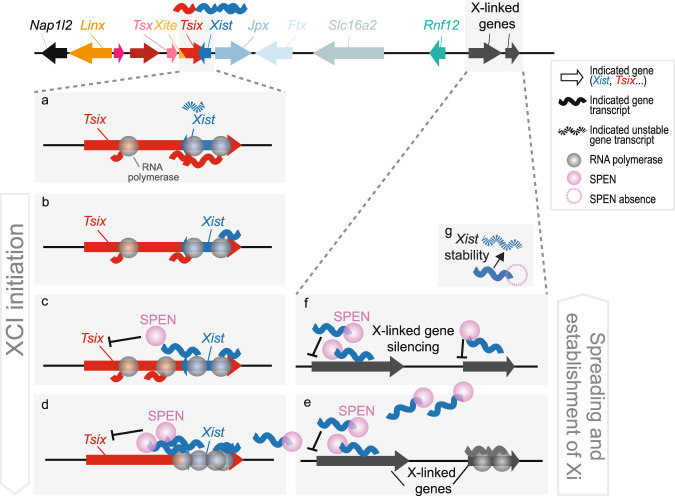
Model of the role of SPEN in XCI. In the undifferentiated state, *Tsix* transcription represses *Xist* and *Tsix* RNA levels are high (**a**). Upon differentiation, at the start of XCI (**b**–**d**), *Xist* transcription increases (**b**), the nascent *Xist* transcripts recruit SPEN that is necessary to silence the *Tsix* promoter through removal of active H3K27ac marks (**c**). Consequently, the silencing of *Tsix* allows *Xist* upregulation and accumulation (**d**). Later, during the establishment phase of XCI, the spreading of SPEN-*Xist* along the X chromosome allows the silencing of active genes (**e**, **f**). Moreover, SPEN is also necessary to stabilize *Xist* RNA (**g**). This model, in addition to previous evidence, proposes that SPEN is not only key in X-linked gene silencing, but also in initiation of XCI.

## Discussion

In this study, we show that SPEN-defective ESCs do not upregulate *Xist* upon differentiation and study the molecular mechanism behind this observation. To explore the role of SPEN in XCI, various studies used *Xist-*inducible ESC lines to generate SPEN-knockdown or -knockout cell lines (Supplementary Table 1). Forcing *Xist* expression in ESCs is a powerful way to understand X-linked gene silencing, but is not suitable to investigate the initiation phase of XCI. Studies exploring the role of SPEN in cells undergoing physiological XCI involved *Spen* knockdown strategies^17,20^, therefore, the levels of SPEN might have been sufficient to allow normal *Xist* upregulation, while showing a defect in X-linked gene silencing. Likewise, our *Spen*^+/−^ ESC lines show *Xist* upregulation, but reduced X-linked silencing compared with Wt lines. In agreement with our results, one study reports lower *Xist* abundance and cloud formation upon forced *Xist* induction from the endogenous locus in *Spen*^−/−^ ESCs^27^. Another recent study suggested that *Spen*^−/−^ ESCs are not able to differentiate upon leukemia inhibitory factor (LIF) removal and differentiation towards neural progenitor cells^35^, while we observe that *Spen*^−/−^ ESCs display a normal morphology in the undifferentiated state and undergo normal differentiation upon monolayer differentiation. Nevertheless, we observe more cell death of *Spen*^−/−^ cells compared with Wt cells upon monolayer differentiation, although we consider that this might not be XCI-related since X0 *Spen*^−/−^ cells also die upon differentiation (data not shown). This observation is probably not surprising since SPEN plays a role in various biological processes as a transcriptional repressor^23,24,36^.

Previous studies performed with doxycycline-inducible *Xist* lines show that SPEN and *Xist* colocalize soon after *Xist* induction^20,25^. However, *Xist* upregulation from a doxycycline-inducible promoter happens at a very different timescale than during physiological XCI. In the present study, we observe that cells with SPEN accumulation are detectable from day 1 of differentiation with their number and intensity levels of these accumulations increasing over time, suggesting that SPEN accumulates in a progressive manner.

In addition, we provide evidence that SPEN is required to silence *Tsix* to allow *Xist* upregulation. (I) In *Spen*^−/−^ cells, we detect higher levels of *Tsix* in differentiating cells from the allele undergoing X-chromosome inactivation, compared with Wt cells. In line with this, paternal *Tsix* levels in female E3.5 blastocysts with a mutated *Xist* RepA, necessary for SPEN recruitment, are higher than in Wt blastocysts^37^, which is suggestive of defective *Tsix* silencing in the absence of SPEN. (II) SPEN overexpression in ESCs leads to higher *Xist* levels and ectopic *Xist* cloud formation in the undifferentiated state, suggesting that SPEN overexpression might lead to partial silencing of the *Tsix* promoter, facilitating *Xist* expression. (III) SPEN binds to active promoters and enhancers to silence the X chromosome^25^. Spatial proximity to the *Xist* locus is a strong predictor of X-linked gene silencing efficiency^26,38^. One of the closest actively transcribed promoters to *Xist* is *Tsix* and we indeed observe SPEN binding at the *Tsix* regulatory region. (IV) *Spen*^−/−^ cell lines cannot upregulate *Xist*, while compound *Spen*:*Tsix* defective cell lines (*Spen*^−/−^:*Tsix*-Stop) display normal *Xist* levels upon differentiation, indicating that in the absence of SPEN, *Tsix*, which acts as a brake on *Xist* transcription, cannot be silenced. Furthermore, our results show that SPEN plays a role in *Xist* stability, both upon forced *Xist* upregulation in undifferentiated ESCs and in differentiating *Tsix*-Stop ESCs, in line with a recently published study, where a role for SPEN in RNA *Xist* stability is described using microscopy-based approaches^39^.

During initiation of XCI, when *Xist* starts to be transcribed from the future Xi, SPEN helps remodel the chromatin environment of the *Xist–Tsix* locus. SPEN and HDAC3 are present at the *Tsix* regulatory region and H3K27ac levels decrease upon *Xist* induction. Accordingly, we propose that during XCI initiation, SPEN binds *Xist* nascent transcripts^25^, recruits and/or activates HDAC3^16,29^, which removes histone acetylation marks, weakening the *Tsix* promoter activity and facilitating *Xist* expression. Then, *Xist* spreads together with SPEN along the X-chromosome to silence active genes. Moreover, SPEN is necessary for *Xist* RNA stabilization (Fig. 7).

The mechanism driving the symmetry breaking event leading to monoallelic upregulation of *Xist* has been a focus of many studies. Several studies showed that the *Xic* and more specifically the *Xist*-*Tsix* master switch are tightly regulated in a deterministic process, involving monoallelic downregulation of *Tsix* or X-pairing mechanisms^40–42^. In contrast, our studies, and studies of others, indicate that a gene regulatory network composed of transacting activators and inhibitors of XCI, involving positive- and negative-feedback loops, instructs the *cis*-regulatory landscape of the *Xic* to direct monoallelic upregulation of *Xist*^12,34,43,44^. *Tsix* silencing not only involves downregulation of inhibitors of XCI, including pluripotency factors OCT4, SOX2, KLF4, c-MYC, and REX1^45–47^, but also involves *Xist-*mediated recruitment of SPEN as our present work reveals. This can happen on either allele, but asynchronous *Xist* transcription bursts will facilitate *Xist*-mediated monoallelic silencing of *Tsix* through SPEN, resulting in further upregulation of *Xist* and concomitant silencing of the XCI activator *Rnf12*, providing a negative feedback loop to prevent upregulation of *Xist* on the future active X chromosome. In humans, SPEN seems to play a role in XCI^48^ even though in-depth mechanistic studies are missing, but whether SPEN is required for *XIST* upregulation is unknown. In addition, *TSIX* does not completely overlap *XIST* and does not seem to be a strong regulator of *XIST*^49,50^, therefore, a mechanism in which SPEN negatively regulates *TSIX* to allow *XIST* upregulation is not very likely. However, the possibility that SPEN controls other human-specific *XIST* regulators should be taken into consideration.

## Methods

### Cell culture

Mouse ESCs were grown on feeder cells, Wt C57BL/6 male-irradiated mouse embryonic fibroblasts (MEFs), and medium containing DMEM (Gibco, 11995065), 15% fetal calf serum (FCS) (Capricorn Scientific, FBS-12A), 0.1 mM nonessential amino acids (NEAA) (Lonza, BE13-114E), 100 U mL^−1^ penicillin, 100 ug mL^−1^ streptomycin (Sigma-Aldrich, P0781), 0.1 mM 2-mercaptoethanol (Gibco, 31350010) and 5.000 U mL^−1^ LIF. Previous to monolayer differentiation cells were plated in nongelatinized plates to eliminate feeder cells. Then, plated at specific densities per time point in differentiation medium composed of IMDM-glutamax (Gibco, 31980030), 15% FCS, 0.1 mM NEAA, 100 U mL^−1^ penicillin, 100 µg mL^−1^ streptomycin, 37.8 µL L^−1^ monothioglycerol (Sigma-Aldrich, M6145) and 50 µg mL^−1^ ascorbic acid (Sigma-Aldrich, A92902). When appropriate, the medium was supplemented with 2 μg mL^−1^ doxycycline (Sigma-Aldrich, D9891).

### Gene editing using the CRISPR/Cas9 technology

Different female F1 2–1 hybrid (129/Sv-Cast/Ei) ESC lines with different genetic modifications to interrogate various aspects of XCI were targeted in this study (Supplementary Table 2). To generate *Spen* heterozygous and homozygous knockout clones two single-guide RNAs (sgRNA) targeting the 5′ (5′-AGTGCGCTTCGTCACTGCAC-3′) and 3′ (5′-TCCTCCCGCCCCGACGCGGA-3′) region of the *Spen* ORF were cloned in the Cas9-GFP pX458 vector (Addgene plasmid #48138). Compatible 5′ and 3′ homology arms (HA) of approximately 500 bp were amplified by PCR from mouse gDNA and cloned in the pCR-Blunt-II-TOPO vector with a NdeI restriction site in-between the 5′ and 3′ HA. This site was used to insert a puromycin resistance (PuroR) cassette flanked by loxP sites. The *ROSA26* locus was targeted using the pX458 vector coding for a sgRNA (5′-CGCCCATCTTCTAGAAAGAC-3′) compatible with the pFD46 expression vector^25^, coding for the *Spen* cDNA and a hygromycin resistance cassette. To create an endogenous *Spen* C-terminal enhanced GFP (eGFP) knock-in, a sgRNA targeting the 3′ end of *Spen* ORF (5′-ATTGTCATTGCCTCGGTGTG-3′) was cloned in the Cas9-PuroR pX459 vector (Addgene plasmid #62988). The donor template was made using a gblock from Integrated DNA Technologies coding for compatible 5′ and 3′ HA of 600 bp with a NheI and AscI restrictions sites in-between the 5′ and 3′ HA, which were used to insert an eGFP in frame with the *Spen* coding sequence. To clone the sgRNAs, two complementary oligonucleotides coding for the desired target sequence and overhangs compatible with the restriction enzyme BsbI were annealed and ligated in the pX458 or px459 plasmids, that were previously digested with BsbI. The appropriate plasmid combinations were transfected into ESCs using Lipofectamine 2.000 (Invitrogen, 11668019) and plated at low density to obtain single colonies, when the appropriate medium was supplemented with 1 µg mL^−1^ puromycin (Sigma-Aldrich, P8833) for 48–72 h or 250 μg mL^−1^ hygromycin B (Invitrogen, 10687010) for 7 days. Colonies were screened by PCR for correct integration of the desired construct (Supplementary Table 3). Positive clones were further characterized by Western blot, RT-qPCR and/or FACS, and the presence of 2 X chromosomes and correct karyotype was also assessed. Full scan images of all the genotyping gels are available in the Source Data file.

### Protein extraction and Western blot

To prepare nuclear extracts all procedures were done at 4^o^C and buffers supplemented with 1x protease inhibitors (Roche, 4693132001), 15 µM MG-132 (Sigma-Aldrich, C2211) and 0.5 mM DTT. Cells were harvested by scraping in cold PBS, collected and centrifuged (200 × *g*, 5 min, 4°C). The pellet was incubated in 5x the pellet volume of Buffer A (10 mM Hepes pH 7.6, 1.5 mM MgCl_2_, and 10 mM KCl) for 10 min, vortexed (30 sec) and centrifuged (900 × *g*, 5 min, 4°C). Then, the pellet was resuspended in 1.5x Buffer C (20 mM Hepes pH 7.6, 25% glycerol, 420 mM NaCl, 1.5 mM MgCl_2_, and 0.2 mM EDTA) and rotated (30 min, 4°C). The solution was centrifuged (18,000 × *g*, 10 min, 4°C) and the supernatant collected as nuclear extract. The protein concentration was measured using Nanodrop and all samples diluted to the same concentration using Buffer C. NuPAGE™ LDS Sample Buffer (4X) (Invitrogen, NP0007) containing 5% b-mercaptoethanol was added to nuclear extracts, and boiled (95°C, 5 min). For Western blot analysis, the NuPAGE™ 3–8% Tris-Acetate gels (Invitrogen, EA03755) were used with Tris-Acetate SDS Running Buffer (pH 8.24) (Invitrogen, LA0041) and the HiMark Pre-Stained Protein Standard (Invitrogen, LC5699). Wet transfer on a PVDF membrane was done overnight at 40 mA, with the NuPAGE™ Transfer Buffer (Invitrogen, NP00061), containing 10% methanol and 0.1% SDS. After blocking, the membrane was incubated with the appropriate primary antibodies, SPEN antibody (Abcam, ab72266, 1:2.000), Anti-Flag antibody M2-Peroxidase (Sigma-Aldrich, A8592, 1:3.000) and/or VCP antibody (Abcam, ab11433, 1:20.000), and appropriate secondary antibodies, IRDye 800CW donkey-anti-rabbit (LI-COR Biosciences, P/N 925-32213, 1:10.000), IRDye 680RD donkey-anti-mouse (LI-COR Biosciences, P/N 925-68072, 1:15.000) and/or Goat anti-mouse–Peroxidase antibody (Sigma-Aldrich, A4416, 1:4.000). Full scan images of all the Western blots are available in the Source Data file.

### RT-qPCR

Total RNA was isolated from cell pellets using the ReliaPrep RNA Cell Miniprep System (Promega, Z6012) and reversed-transcribed using Superscript III (Invitrogen, 18080093) and random hexamers (Invitrogen, N8080127), following the manufacturer’s instructions. All RT-qPCRs were done using the GoTaq qPCR Master Mix (Promega, A6002) in a CFX384 real-time PCR-detection system (Bio-Rad). *Hist2h2aa1* was used as a normalization control, except in the RNA-stability assays where *Beta-actin* was used. All expression primers are listed in Supplementary Table 4. The optimal allele-specific primer-pair concentration to amplify the 129 and Cast allele at the same efficiency was optimized using pure 129, Cast and 129-Cast gDNA.

### RNA-stability assay

To study the *Xist* RNA stability in undifferentiated ESCs, Wt and *Spen*^−/−^ ESC lines with a doxycycline-responsive *Xist* promoter were cultured in ESC medium supplemented with doxycycline to induce *Xist* expression for four days. While in doxycycline treatment, 5 µg mL^−1^ actinomycin D (Sigma-Aldrich, A1410) was added for different time (*t* = 0, 2, 6, and 10 h). Before collection, ESCs were plated in nongelatinized plates to remove the feeders. To study the *Xist* RNA stability in differentiating Wt and *Spen*^−/−^ *Tsix*-Stop ESCs, cells were differentiated, as explained in the “Cell culture” methods section, and 5 µg mL^-1^ actinomycin D were added for different time (*t* = 0, 2, 4, 6, and 10 h). In both cases, cells were harvested for RNA isolation, cDNA synthesis and RT-qPCR. Then, total *Xist* levels were determined and normalized to *Beta-actin* and the percentage of the remaining *Xist* RNA was calculated by dividing *Xist* expression levels at the different times of collection relative to *t* = 0. Using linear regression analysis the RNA decay rate constant (*k*_decay_) was calculated from the slope of the curve that best fitted our data and the RNA half-life (*t*_1/2_) obtained with the following formula $${t}_{1/2}=\frac{{ln}2}{{k\; {{{{{\rm{decay}}}}}}}}\,$$.

### Immunofluorescence (IF)

Undifferentiated ESCs were attached to slides using a cytospin, while differentiating cells were grown on coverslips coated with gelatin (Sigma-Aldrich, G1890) or laminin (Sigma-Aldrich, L2020). Cells were fixed with 4% paraformaldehyde (PFA) in PBS (10 min, RT), permeabilized with 0.4% Triton-X100 and 5% goat serum in PBS (15 min, on ice) and blocked with 10% goat serum in PBST, composed of 0.05% Tween-20 in PBS (30 min, RT). Primary antibody incubation was done in blocking buffer (2 h, RT), after three washings with PBST the slides were incubated with the secondary antibody (1 h, RT). After three washings, the second washing containing DAPI, the slides were mounted with ProLong Gold antifade mounting medium (Invitrogen, P36930). The used primary antibodies were the following: αGFP (Abcam, ab290, 1:500), H3K27me2/3 (Active motif, 39535, 1:100) and EZH2 (BD43 clone, kindly provided by Dr. Kristian Helin, 1:100). The used secondary antibodies were Goat-anti-Rabbit-488 (Invitrogen, A-11008 1:1.000) and Goat-anti-Mouse-546, (Invitrogen, A-1103, 1:400). Images were taken using a ZEISS Axio Imager M2 including digital microscopy camera AxioCam 503 and analyzed with ImageJ. To quantify the intensity of the SPEN-GFP accumulation at different days of monolayer differentiation, we determined the mean intensity of a region of interest (ROI) covering a specific SPEN-GFP accumulation. Next, this value was normalized to the mean nuclei background intensity excluding the SPEN-GFP ROI, calculated as the average intensity of 10 different nuclei per image.

### IF combined with RNA fluorescent in situ hybridization (FISH)

The *Xist* FISH probe was made from 2 µg of a 5.5 kb DNA fragment of mouse *Xist* comprising exons 3–7. Fluorescent labeling was done with dUTP SpectrumRed using the nick translation kit (Abbott, 07J00-001) overnight at 16^o^C. The probe was purified with ProbeQuant G-50 Micro Columns (GE, GE28-9034-08), combined with 100 µg of mouse tRNA, 20 µg of mouse Cot-1 DNA (Invitrogen, 18440-016) and 100 µg of salmon sperm DNA (Invitrogen, 15632-011) and precipitated with 2 M NaAc (pH 5.6) and 100% EtOH. The pellet was resuspended in 50 µL hybridization mix (50% formamide, 10% dextran sulfate in 2xSSC) and stored at −20°C. Before use, 20 µL of probe was prehybridized (10 min, 75^o^C) with 0.5 µg of mouse Cot-1 DNA supplemented with 10 mM vanadyl ribonucleoside complex (VRC) (NEB, S1402S) and 0.2 U µL^−^^1^ RNAseOUT (Invitrogen, 10777019).

Cells on coverslips or slides were fixed with 4% PFA in PBS (10 min, RT), permeabilized with 0.5% Triton-X100 in PBS and blocked in TS-BSA buffer (0.1 M Tris-HCl (pH 7.5), 0.15 M NaCl, and 2 mg mL^−^^1^ BSA (Jena Bioscience, BU-102) in H_2_O). The αGFP (Abcam, ab290, 1:500) primary antibody was incubated in blocking buffer (30 min, 37°C), washed in PBS (3x) and then incubated with the secondary antibody (30 min, 37°C). All solutions were supplemented with 10 µM VRC and 0.2 U µL^−1^ RNAseOUT. Slides were washed in PBS (3x), post-fixed with 4% PFA (10 min, RT), and washed again in PBS (x3). Dehydration was done with increasing ethanol concentrations (70%, 90% and 100%). The prehybridized probe was added on top of the coverslips or slides (20 h, 37^o^C, humid chamber). Various washings were done with 50% formamide/2x SSC (5 min, 37^o^C, 2x), 2x SSC (5 min, 37^o^C, 2x) and TS buffers (5 min, RT, 2x). Then the slides were mounted and visualized as explained in the “IF” section.

### FISH

The FISH only protocol was done as described in the IF-FISH section, skipping the IF section. Directly after the permeabilization, the dehydration step was performed.

### RNA-seq

Doxycycline treated cells were sorted to isolate dsRed positive cells upregulating *Xist* from the desired allele. RNA was isolated using the ReliaPrep RNA Cell Miniprep System. A total of 16 DNA libraries were created, a maximum of 1 ng of total RNA was used following the Smart-seq2 protocol^51^ without modifications. Then, we used the Nextera DNA Flex library prep kit (Illumina) to create a library from full-length cDNA. Samples were sequenced on a HiSeq2500 sequencer (50 bp single-end reads).

### Chromatin immunoprecipitation (ChIP)-seq

In total, 50 × 10^6^ cells were trypsinized, resuspended and fixed in 50 mL of warm medium and 1% PFA for 10 min at 37^o^C. About 2.5 mL of Glycine 2.5 M were added to the cells (final concentration 0.125 M) to quench the PFA, 5 min RT on a rotator. All buffers from now on contain protease inhibitors (Roche, 4693132001). Cells were washed twice with cold PBS. Then 1x in 10 mL of Buffer 1 (10 mM Hepes pH 7.5, 10 mM EDTA, 0.5 mM EGTA, and 0.75% Triton X-100) and 1x in Buffer 2 (10 mM Hepes pH 7.5, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA), 10 min rotating at 4^o^C. Nuclei were then resuspended in Lysis/Sonication Buffer (150 mM NaCl, 25 mM Tris-HCl pH 7.5, 5 mM EDTA, 1% Triton, 0.1% SDS, 0.5% Sodium deoxycholate) and incubated for 30 min on ice. Nuclei were then sonicated 2 × 15 min (30′′ ON/OFF, max input, ice cold water) in a Bioruptor. A small fraction of the lysate was run on a gel to confirm size population of 100–500 bp. About 1 µg of H3K27me3 antibody (Cell Signaling, 9733 S) was conjugated with 25 µL of magnetic beads (Life Technologies, 10004D) for 3 h rotating at 4°C. About 25 ug of chromatin was IP’d with the Ab-beads overnight rotating at 4°C. Beads were washed 2x in standard RIPA buffer (140 mM NaCl, 10 mM Tris-HCl pH 7.5150 mM NaCl, 1 mM EDTA pH8.0, 0.5 mM EGTA pH 8.0, 1% Triton, 0.1% SDS, 0.5% Sodium deoxycholate), and 1x in High Salt RIPA (same as standard RIPA but with 500 mM NaCl), 1x LiCl RIPA (same as standard RIPA but with 250 mM LiCl instead of NaCl) and rinsed once with TE, 10 min 4°C each wash. Chromatin was eluted with 450 µL of Elution Buffer (1% SDS; 0.1 M NaHCO_3_ in H_2_O) with 22 µL protease K (10 mg mL^−1^) and 5 µL RNAse A (10 mg mL^−1^) and shaken at 1,000 rpm on an orbital thermal-mixer for 2 h at 37°C first and then 65^o^C overnight. DNA was then Phenol–Chloroform extracted and resuspended in 20 µL of H_2_O. About 0.25 µL was used per PCR to confirm the ChIP’s success. The concentration was then measured and a ChIP-seq library was prepared using the ThruPLEX DNA-Seq Kit (Takara Bio, R400675), by following the manufacturer’s instructions: template preparation to obtain a homogeneous double-stranded DNA material, library synthesis to ligate stem-loop adapters and a final library amplification step to extend the template, remove the stem-loop adapters and amplify the library for posterior sequencing on an Illumina HiSeq 2500 sequencer (50 bp paired-end reads).

### NGS data analysis: allele-specific RNA-seq and ChIP-seq

Both the RNA-seq and the ChIP-seq data were processed allele-specifically. The single nucleotide polymorphism (SNPs) in the 129/Sv and Cast/Ei lines was downloaded from the Sanger institute (v.5 SNP142)^52^. These were used as input for SNPsplit v0.3.4^53^, to construct an N-masked reference genome based on mm10 in which all SNPs between 129/Sv and Cast/Ei were masked. The 50 bp single-end RNA-seq and 50 bp paired-end ChIP-seq reads were mapped to this N-masked reference genome using the default settings of hisat2 v2.2.1 and bowtie2 v2.4.1, respectively^54,55^. SNPsplit (--paired for the ChIP-seq analysis) was then used to assign the reads to either the 129/Sv or Cast/Ei bam file based on the best alignment or to a common bam file if mapping to a region without allele-specific SNPs. The allele-specific and unassigned bam files were sorted using samtools v1.10^56^.

For the RNA-seq, the number of mapped reads per gene were counted for both alleles separately using HTSeq v0.12.4 (--nonunique=none -m intersection-nonempty)^57^ based on the gene annotation from ensembl v98. For each condition, genes with more than 20 allele-specific reads across both replicates were used to calculate the allelic ratio, defined as $$\left(\frac{{Xi}}{{Xi}+{Xa}}\right).$$ For day 0 and day 7, Cast/Ei and 129/Sv were used as the Xi and active allele (Xa), respectively, whereas for day 3, Cast/Ei and 129/Sv were used as Xa and Xi, respectively. The allelic ratios of X-linked genes were visualized as violin plots with boxplots of the same data on top. Significant differences between conditions were tested using a two-sided Mann–Whitney test with *α* < 0.05. P-values were corrected for multiple testing using the Benjamini–Hochberg procedure. Different conditions were compared by plotting the X-linked genes that had more than 20 allele-specific reads in both conditions along the X chromosome. A two-sided Wilcoxon signed-rank test with α < 0.05 was used to test for significant differences between the allelic ratios of the different conditions, after which P-values were corrected for multiple testing using the Benjamini–Hochberg procedure. We visualized differences in allelic ratios of X-linked genes between conditions by plotting both ratios on the different axes of a scatter plot. Genes were highlighted when they were identified as lowly silenced genes in *Spen*^−/−^ ESCs from^27^, which were defined as genes showing −0.05 < z < -0.2 where z (gene silencing) = $$\left(\frac{{Xi}}{{Xi}+{Xa}}\right){dox}-\left(\frac{{Xi}}{{Xi}+{Xa}}\right){noDox}$$.

The allele-specific ChIP-seq bam files were normalized using the ‘callpeak’ and ‘bdgcmp’ functions of MACS2 v2.2.7.1^58^. We called broad peaks (-f BAMPE --broad --bdg) and used the Poisson P-value as the method for normalizing the tracks. The input-normalized tracks were visualized using pyGenomeTracks v3.4.^59^. For validation, we downloaded several publicly available datasets. The SPEN CUT&RUN data (GSE131782, samples: SRX5903674, SRX5903675, SRX5903676, SRX5903677, SRX5903678, SRX5903679, SRX5903682, and SRX5903683)^25^, were processed similar to our analysis using a C57BL/6NJ-Cast/Ei reference genome. However, the allele-specific tracks were normalized based on the total number of mapped reads per sample. The scaling factor was calculated as 10^6 / total number of mapped reads and used as parameter --scaleFactor to both allelic tracks using deepTools bamCoverage v3.5.0.^60^. A binsize of 1 was used and paired-end reads were extended. The allele-specific tracks from HDAC3 and H3K27Ac (GSE116990, samples: SRX4384412, SRX4384420, SRX4384476, SRX4384484, SRX4887836, and SRX4887839) were downloaded from^29^. For all datasets, replicates for each condition were averaged using deepTools bigwigCompare v.3.5.0 with the settings ‘--operation mean --binSize 1’^60^. In the genome browser overview showing the allele-specific tracks, the y axis was scaled for each group of samples separately.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All raw and processed high-throughput sequencing data (ChIP-seq, RNA-seq) generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE163321. All other relevant data are available in the Supplementary Information, Source Data file, or from the corresponding author upon request. We used data from the following publicly available datasets: GSE131782 and GSE116990. Source data are provided with this paper.

## Source data

Source Data File

# Supplementary material for: SPEN is required for Xist upregulation during initiation of X chromosome inactivation
**Source:** Nat Commun. 2021 Dec 1;12:7000. doi: 10.1038/s41467-021-27294-5
**Supplement:** Supplementary file 1 — Supplementary Information

# SPEN is Required for *Xist* Upregulation during Initiation of X Chromosome Inactivation

Robert-Finestra et al.

Supplementary Information

**Description:** Supplementary Figures, Supplementary Tables and Supplementary References

**a** sgRNA 1 sgRNA 2  
Ch 4: Exon: 1 2 3 4 5 6 7 8 9 10 11 12 13 14 15 16  
Donor vector: 5' HA PuroR 3' HA  
Ch 4: 5' HA PuroR 3' HA

**b** 5' HA integration 1000- 847  
3' HA integration 1000- 850  
RFLP 400- 361 (129)  
Spen exon 13 300- \*  
200- 182 (Cast)  
179 (Cast)  
Length polymorphism X chromosome 200- 176 (Cast)  
144 (129)  
Xist doxycycline promoter 3000- 2730 (Cast)  
2000- bp 2287 (129) bp

**c** Wt Spen<sup>-/-</sup> Spen<sup>-/-</sup>  
M 1 2 1 2 1 2  
460- SPEN  
117- VCP  
KDa

**d** Wt & Spen<sup>-/-</sup> ESCs  
Differentiation (No dox) - 129 Forced Xist upregulation (Dox) - Cast  
day 0 X X  
day 3 X  
day 7 X

**e** day 0 Wt NoDox day 0 Wt Dox p-value = 2.59x10<sup>-41</sup> n=260  
Xi / (Xi + Xa)  
day 3 Wt NoDox day 3 Spen<sup>-/-</sup> NoDox p-value = 1.07x10<sup>-18</sup> n=293  
day 0 Spen<sup>-/-</sup> NoDox day 0 Spen<sup>-/-</sup> Dox p-value = 0.32 n=260  
day 7 Wt Dox day 7 Spen<sup>-/-</sup> Dox p-value = 1.32x10<sup>-40</sup> n=246  
Xi / (Xi + Xa)  
Mb

**f** n=238  
Xi / (Xi + Xa) Wt Dox, day 7  
Xi / (Xi + Xa) Wt Dox, day 0  
Stard8, Slc35p2, Tsix, Utx4a, Pdzr12, Mtrr1, Naa10, Tsix

**g** n=249  
Xi / (Xi + Xa) Spen<sup>-/-</sup> Dox, day 7  
Xi / (Xi + Xa) Spen<sup>-/-</sup> Dox, day 0  
Stard8, Slc35p2, Tsix, Utx4a, Pdzr12, Mtrr1, Naa10, Tsix

**h** Relative Rex1 expression  
Relative Nanog expression  
Relative Gata6 expression  
day 0 day 3 day 5 day 7  
Wt Spen<sup>-/-</sup>

**Supplementary Fig. 1** Generation and characterization of *Spn*<sup>+/-</sup> and *Spn*<sup>-/-</sup> ESC lines. RNA-seq analysis of Wt and *Spn*<sup>-/-</sup> ESCs. | Related to **Fig. 1**.

(a) Targeting strategy used to generate *Spn* knockout ESC lines using the CRISPR/Cas9 system. Two single guide RNAs (sgRNA) targeting the 5' and 3' region of the *Spn* ORF were used to integrate a Puromycin resistance (PuroR) cassette. (b) PCR genotyping to identify heterozygote (+/-) and homozygote (-/-) *Spn* knockout ESC clones. Specific 5' and 3' integration of the PuroR cassette in the *Spn* locus. Restriction Fragment Length Polymorphism (RFLP) analysis on *Spn* exon 13 to determine the absence of *Spn* ORF in one or both alleles. Verification of the presence of two X chromosomes per line. Genotyping of the *Xist* endogenous doxycycline-inducible promoter. M = DNA ladder. (\*) = unspecific band. (c) SPEN Western blot of two independent Wt, *Spn*<sup>+/-</sup> and *Spn*<sup>-/-</sup> ESC clones. VCP was used as a loading control. M = High molecular weight protein ladder. (b,c) Experiment performed at least two times with similar results. (d) Overview of the RNA-seq libraries generated in this study, summarizing the experimental conditions performed in Wt and *Spn*<sup>-/-</sup> ESCs at different time points of differentiation, treated with or without doxycycline (X in the panel). Each condition includes two biological replicates, adding up to a total of 16 RNA-seq libraries. (e) Allelic ratio ((Xi)/(Xi+Xa)) of individual genes along the X chromosome of Wt (top-left) and *Spn*<sup>-/-</sup> (bottom-left) undifferentiated (day 0) ESCs with and without doxycycline. Same analysis for Wt and *Spn*<sup>-/-</sup> lines at day 3 of differentiation without doxycycline (top-right) and day 7 with doxycycline (bottom-right). Two-sided Wilcoxon signed-rank test corrected with Benjamini-Hochberg for multiple testing ( $\alpha < 0.05$ ). (f) Scatter plot showing the allelic ratio (Xi/(Xi+Xa)) of X-linked genes in Wt ESCs treated with doxycycline at day 0 (x-axis) and day 7 (y-axis) of differentiation. Highlighted in orange are the lowly silenced genes in *Spn*<sup>-/-</sup> ESC previously identified<sup>1</sup>. Dashed lines = allelic ratio of 0.5; Diagonal solid line = equal ratio in both conditions. (g) Same as in (f), for *Spn*<sup>-/-</sup> ESCs. (e-g) Only the genes (n) with sufficient reads in both conditions are shown. (h) *Rex1*, *Nanog* and *Gata6* relative expression of Wt and *Spn*<sup>-/-</sup> ESC lines upon differentiation without doxycycline. Average expression  $\pm$  SD, n=4 biological replicates including 2 independent clones (squares vs. circles) per condition. Reference gene: *Hist2h2aa1*.

## Supplementary Fig. 2

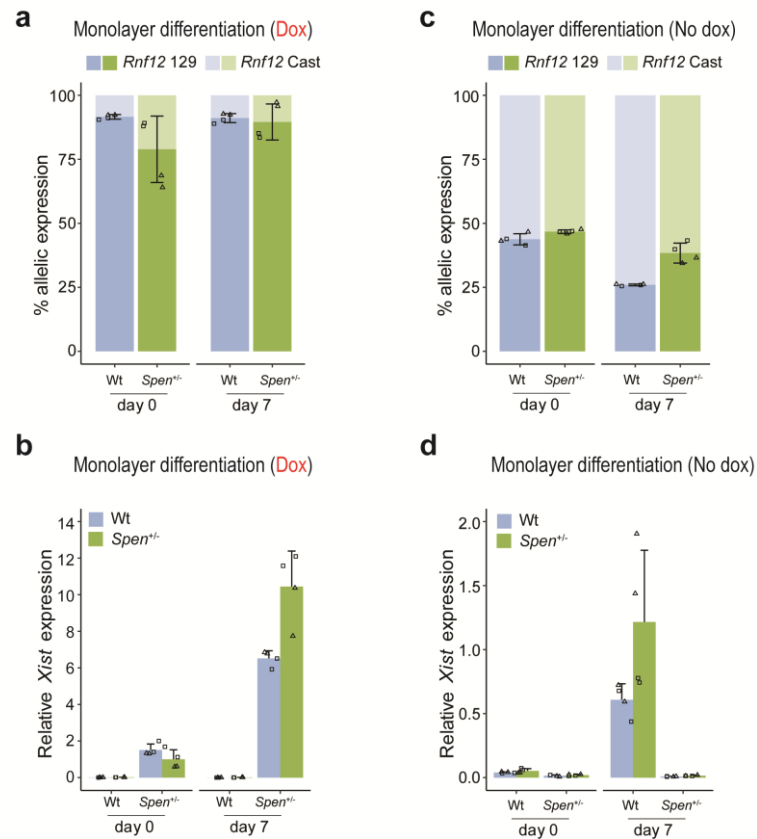

**Supplementary Fig. 2**  $Spn^{+/-}$  ESCs lines are able to upregulate *Xist*, but show less X-linked gene silencing, compared to Wt ESCs upon monolayer differentiation. | Related to **Fig. 1**.

**(a)** *Rnf12* percentage of allelic expression of Wt and  $Spn^{+/-}$  lines treated with doxycycline at day 0 and 7 of differentiation. Wt samples are the same as in Fig. 1c. Relative *Rnf12* allelic (129 and Cast) expression was normalized to *Rnf12* total expression and averaged  $\pm$  SD,  $n=4$  biological replicates including 2 independent clones (squares vs. circles) per condition. Reference gene: *Hist2h2aa1*. **(b)** Relative allele-specific *Xist* expression of two Wt and  $Spn^{+/-}$  ESC clones treated with doxycycline at day 0 and 7 of monolayer differentiation, determined by RT-qPCR. Wt samples are the same as in Fig. 1d. Average expression  $\pm$  SD,  $n=4$  biological replicates including 2 independent clones (squares vs. circles) per condition. Reference gene: *Hist2h2aa1*. **(c)** Same as displayed in **(a)** without doxycycline. Wt samples are the same as in Fig. 1e. **(d)** Same as displayed in **(b)** without doxycycline. Wt samples are the same as in Fig. 1f.

Supplementary Fig. 3

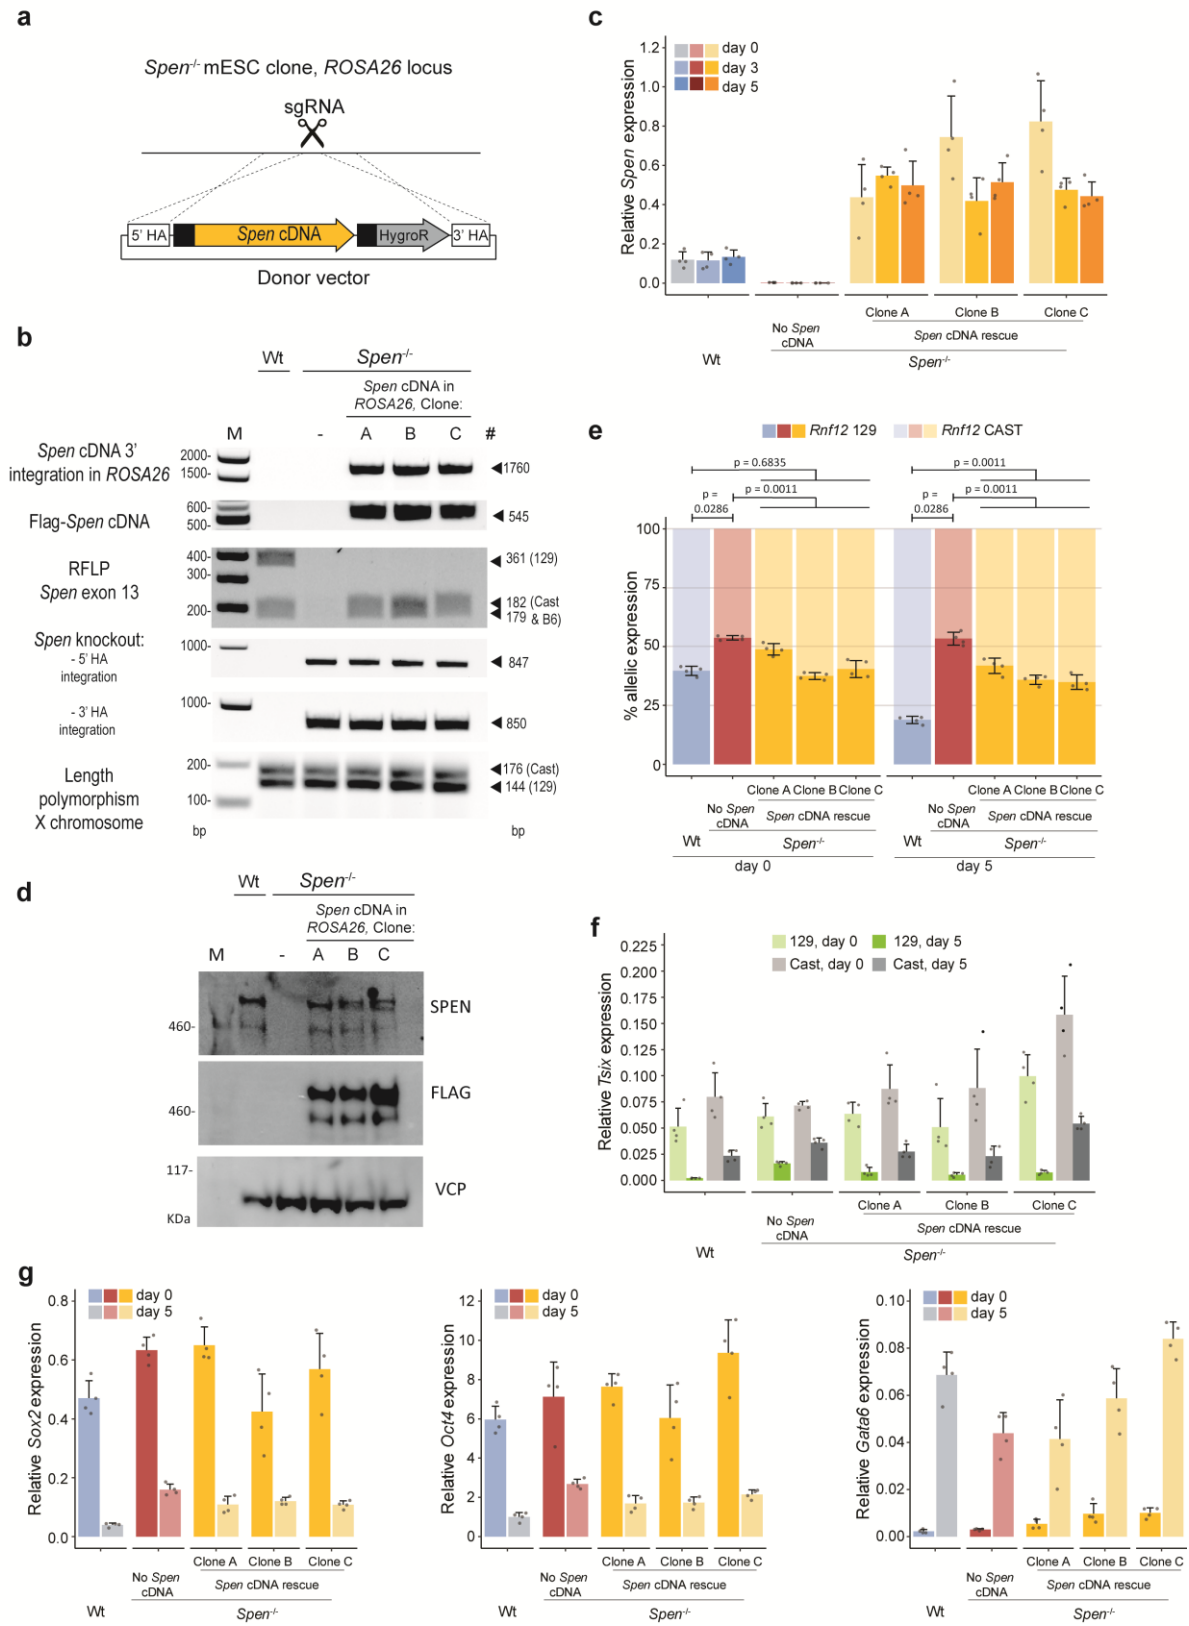

**Supplementary Fig. 3** *Spen* cDNA rescue ESC lines characterization. | Related to **Fig. 2**.

(a) Targeting strategy to stably express the *Spen* cDNA from the *ROSA26* locus in *Spen*<sup>-/-</sup> ESCs, making use of a sgRNA targeting the *ROSA26* locus, and a vector coding for the *Spen* cDNA and a hygromycin resistance (HygroR) cassette<sup>2</sup>. (b) Strategy to identify correct *Spen* cDNA rescue clones by PCR on gDNA. Specific 3' *Spen* cDNA integration in the *ROSA26* locus. Primer on the Flag-tag present in the 5' *Spen* cDNA end to identify those clones containing the *Spen* cDNA vector. Specific 5' and 3' integration of the PuroR cassette in the *Spen* locus to identify the *Spen*<sup>-/-</sup> line. RFLP analysis on *Spen* exon 13 to determine the presence of *Spen* in the *ROSA26* locus and its absence in the *Spen*<sup>-/-</sup> cells; the *Spen* rescue cDNA sequence is C57BL/6 (B6). Verification of the presence of two X chromosomes per line. Experiment performed at least two times with similar results. M = DNA ladder. (c) Relative *Spen* expression in Wt, *Spen*<sup>-/-</sup> and *Spen* cDNA rescue ESC lines (Clone A, B and C) upon monolayer differentiation, determined by RT-qPCR. Average expression  $\pm$  SD, n=4 biological replicates per condition. Reference gene: *Hist2h2aa1*. (d) SPEN and FLAG Western blot of Wt, *Spen*<sup>-/-</sup> and three *Spen* cDNA rescue clones. VCP was used as a loading control. Experiment performed at least two times with similar results. M = High molecular weight protein ladder. (e) Percentage of *Rnf12* allelic expression of Wt, *Spen*<sup>-/-</sup> and three *Spen* cDNA rescue clone upon differentiation. Relative *Rnf12* allelic (129 and Cast) expression was normalized to *Rnf12* total expression and averaged  $\pm$  SD, n=4 biological replicates per condition. Two-sided Mann-Whitney test ( $\alpha < 0.05$ ). Reference gene: *Hist2h2aa1*. (f) Relative allele-specific *Tsix* expression of Wt, *Spen*<sup>-/-</sup> and three *Spen* cDNA rescue clones upon differentiation. Average expression  $\pm$  SD, n=4 biological replicates per condition. Reference gene: *Hist2h2aa1*. (g) *Sox2*, *Oct4* and *Gata6* relative expression of Wt, *Spen*<sup>-/-</sup> and *Spen* cDNA rescue clones upon differentiation. Average expression  $\pm$  SD, n=4 biological replicates per condition. Reference gene: *Hist2h2aa1*.

**Supplementary Fig. 4**

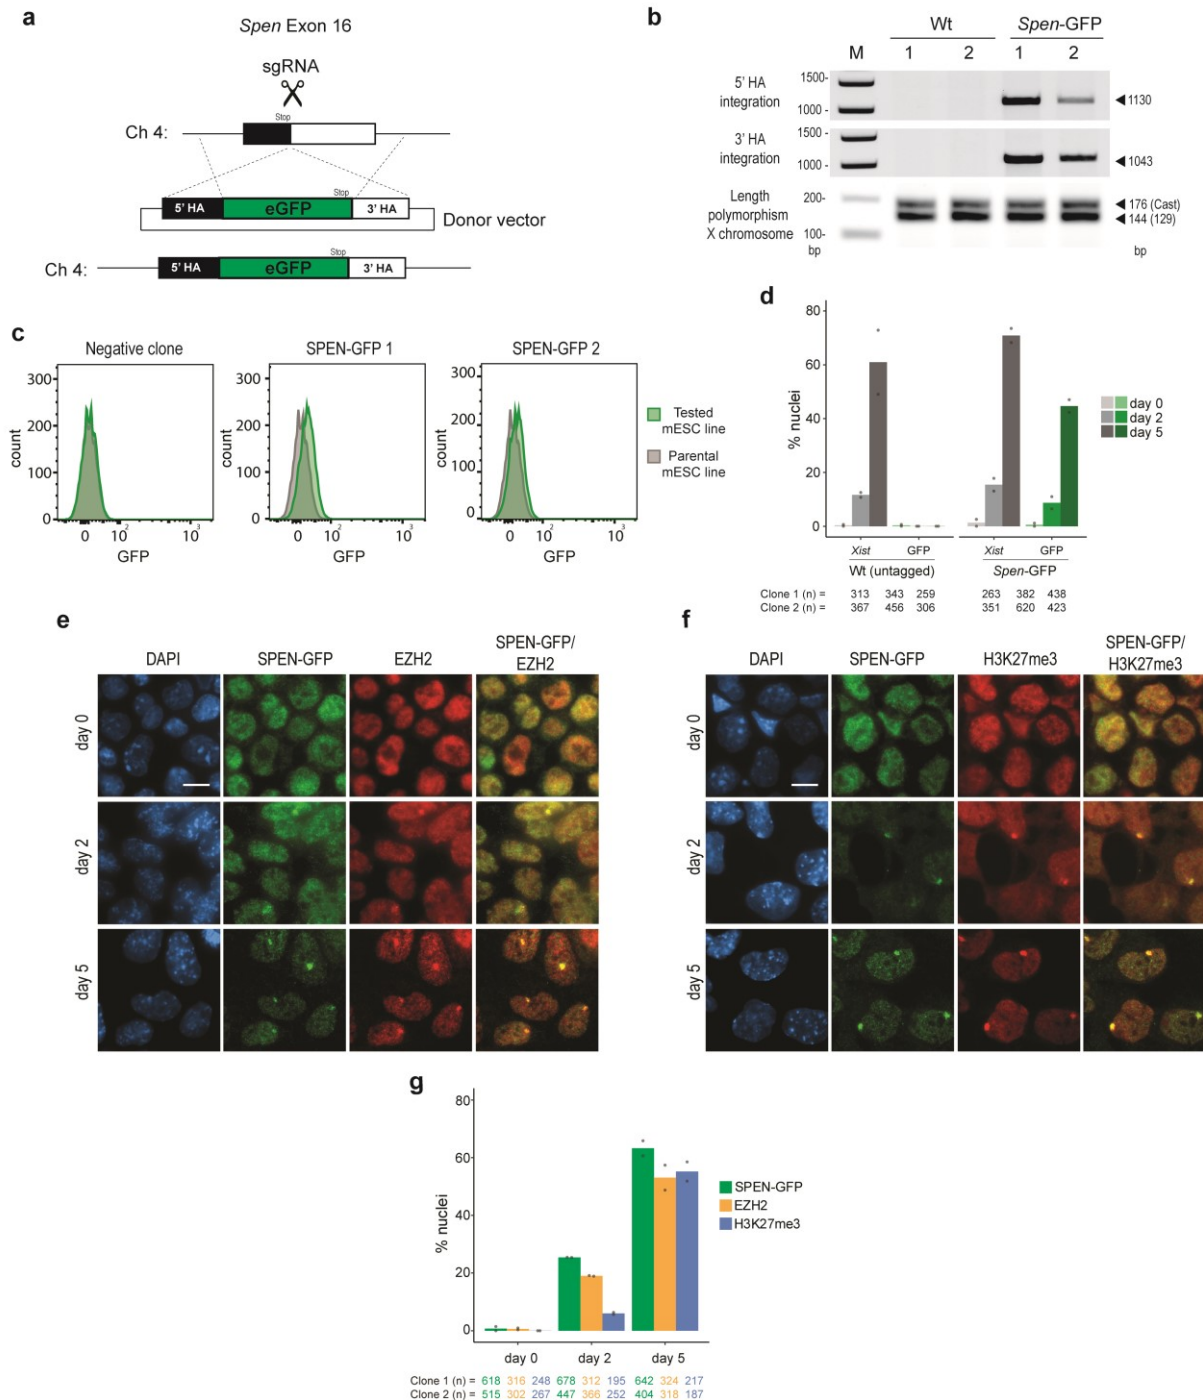

**Supplementary Fig. 4** Generation and characterization of a SPEN-GFP C-terminal tag line. | Related to Fig. 3.

(a) eGFP knock-in strategy in *Spn* exon 16 using the CRISPR/Cas9 system. (b) Genotyping of the *Spn*-GFP knock-in clones by PCR on gDNA to determine the specific integration of the 5' and 3' HA and the presence of two different X chromosomes making use of a length polymorphism. Experiment performed at least two times with similar results. M = DNA ladder. (c) Flow cytometry histograms comparing the GFP fluorescence in the parental line (gray) with a negative clone (left) and two

independent SPEN-GFP-tagged ESC clones (middle and right). **(d)** Percentage of nuclei with *Xist* clouds and SPEN accumulation in Wt (untagged) and *Spn*-GFP ESCs. Quantification of Fig. 3d. Average percentage  $\pm$  SD, n=2 independent clones, the total number of counted nuclei per clone is indicated. **(e)** Double IF staining of SPEN-GFP ( $\alpha$ GFP, green) and EZH2 (red) at day 0, 2 and 5 of differentiation of a *Spn*-GFP ESC line. DNA is stained with DAPI (blue). Scale bar: 10  $\mu$ m. **(f)** Double IF staining of SPEN-GFP ( $\alpha$ GFP, green) and H3K27me3 (red) at day 0, 2 and 5 of differentiation of a *Spn*-GFP ESC line. DNA is stained with DAPI (blue). Scale bar: 10  $\mu$ m. **(g)** Quantification of **(e and f)**, showing the percentage of nuclei with SPEN, EZH2 and H3K27me3 accumulation upon monolayer differentiation (day 0, 2 and 5). Average percentage  $\pm$  SD, n=2 independent clones, the total number of counted nuclei per clone is indicated.

**Supplementary Fig. 5**

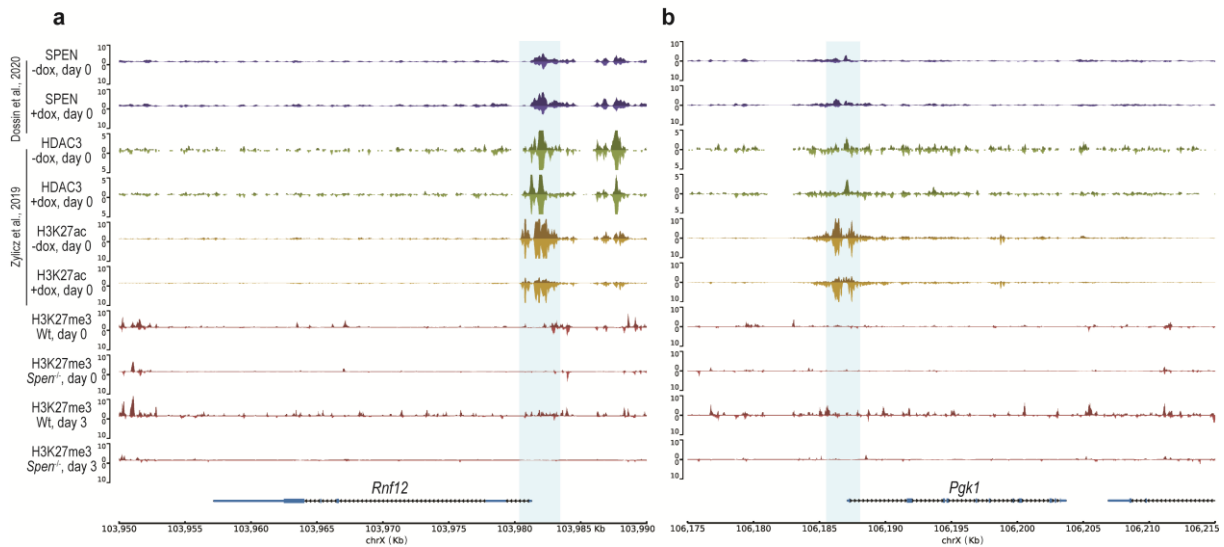

**Supplementary Fig. 5** Chromatin features of X-linked genes. | Related to **Fig. 5**.

**(a-b)** Genome browser tracks showing the allele-specific SPEN, HDAC3, H3K27ac and H3K27me3 binding for two X-linked genes: **(a)** *Rnf12* and **(b)** *Pgk1*. The top part (dark colour) of each track represents the Xi and the bottom (light colour) the Xa. SPEN CUT&RUN (blue, top) profile in *Xist*-inducible undifferentiated ESCs (day 0) untreated or treated with doxycycline (24h)<sup>2</sup>. HDAC3 (green, top-middle) and H3K27ac ChIP-seq (yellow, bottom-middle) in *Xist*-inducible undifferentiated ESCs (day 0) untreated or treated with doxycycline (24h)<sup>3</sup>. H3K27me3 ChIP-seq (red, bottom) in Wt and *Spen*<sup>-/-</sup> ESCs at day 0 and 3 of monolayer differentiation. The light-blue square highlights the promoter region of *Rnf12* and *Pgk1*.

**Supplementary Fig. 6**

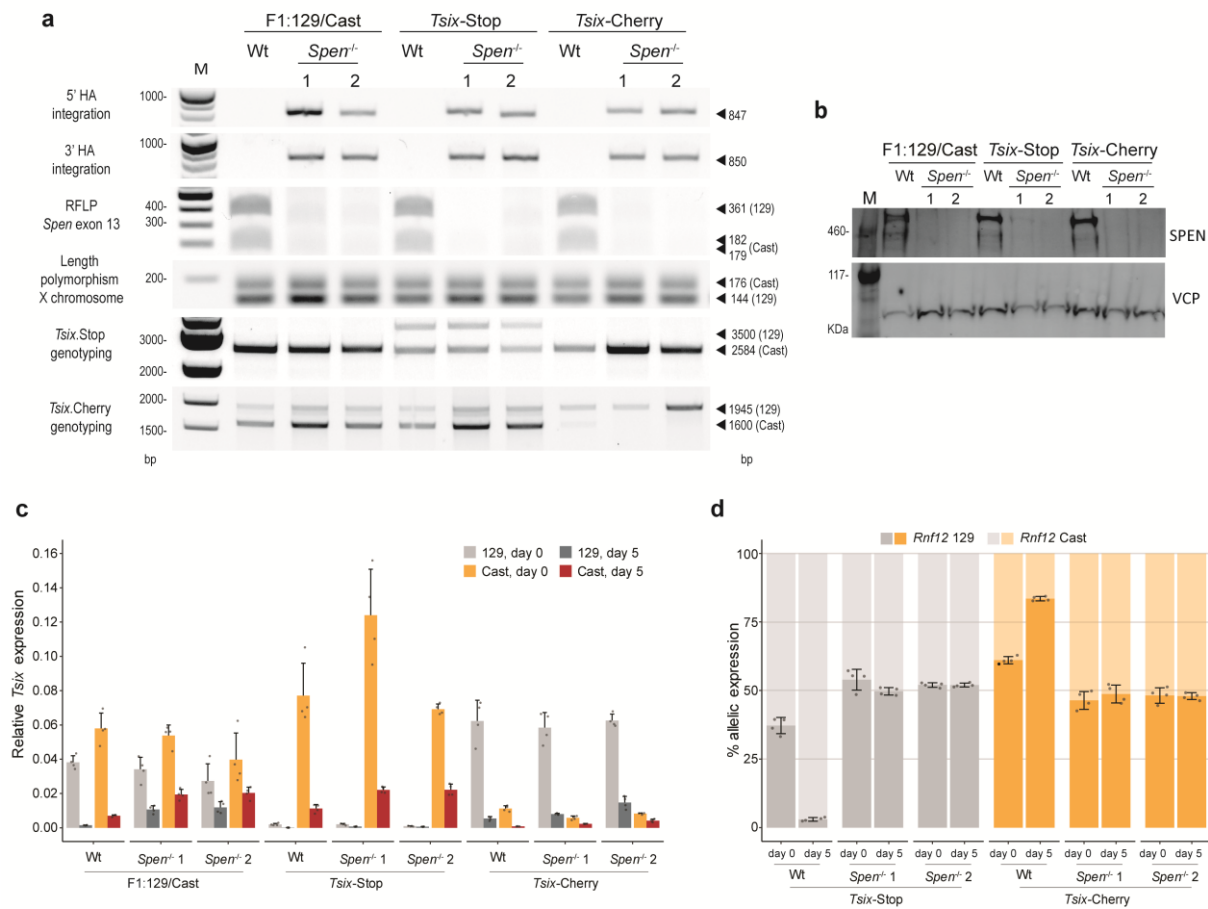

**Supplementary Fig. 6** Generation and characterization of *Sp<sup>en</sup><sup>-/-</sup>* in *Tsix* defective ESC lines. | Related to Fig. 6.

(a) Genotyping strategy to identify optimal *Sp<sup>en</sup><sup>-/-</sup>* clones in F1:129/Cast, *Tsix*-Stop and *Tsix*-Cherry ESC lines, done by PCR on gDNA. Specific 5' and 3' integrations of the PuroR cassette in the *Sp<sup>en</sup>* locus to identify *Sp<sup>en</sup>* knockout lines. RFLP analysis on *Sp<sup>en</sup>* exon 13 to determine the absence of the *Sp<sup>en</sup>* 129 and/or Cast allele. Verification of the presence of two X chromosomes per ESC line, making use of a length polymorphism on the X chromosome. *Tsix*-Stop line genotyping, using a primer pair across the triple poly(A) signal blocking *Tsix* transcription. *Tsix*-Cherry line genotyping by determining the loss of the Cast band of a specific length polymorphism, indicating proper mCherry integration downstream of the *Tsix* promoter. Experiment performed at least two times with similar results. M = DNA ladder.

(b) SPEN Western blot of Wt and *Sp<sup>en</sup><sup>-/-</sup>* F1:129/Cast, *Tsix*-Stop and *Tsix*-Cherry ESC lines. VCP was used as a loading control. Experiment performed at least two times with similar results. M = High molecular weight protein ladder.

(c) Relative allele-specific *Tsix* expression at day 0 and 5 of monolayer differentiation of Wt and *Sp<sup>en</sup><sup>-/-</sup>* F1:129/Cast, *Tsix*-Stop and *Tsix*-Cherry ESC lines, determined by RT-qPCR. Average expression  $\pm$  SD, n=4 biological replicates per condition. Reference gene: *Hist2h2aa1*.

(d) Percentage of *Rnf12* allelic expression at day 0 and 5 of monolayer differentiation of Wt and *Sp<sup>en</sup><sup>-/-</sup>*

<sup>-/-</sup> F1:129/Cast, *Tsix*-Stop and *Tsix*-Cherry ESC lines, determined by RT-qPCR. Relative *Rnf12* allelic (129 and Cast) expression was normalized to *Rnf12* total expression and averaged  $\pm$  SD, n=4 biological replicates per condition. Reference gene: *Hist2h2aa1*.

**Supplementary Table 1.** Overview of publications that studied *Spen* in relation to XCI. KO = knockout, KD = knockdown, n.d. = not-determined.

| Reference  | Doxycycline-inducible <i>Xist</i> or physiological XCI | <i>Spen</i> KO or KD       | <i>Xist</i> upregulation | XCI  |
|------------|--------------------------------------------------------|----------------------------|--------------------------|------|
| 4          | Doxycycline-inducible <i>Xist</i> / physiological XCI  | KD, siRNA                  | +                        | -    |
| 5          | Doxycycline-inducible <i>Xist</i>                      | KD, siRNA                  | +                        | -    |
| 6          | n.d.                                                   | n.d.                       | n.d.                     | n.d. |
| 7          | Doxycycline-inducible <i>Xist</i> / physiological XCI  | KD, shRNA                  | +                        | -    |
| 8          | Doxycycline-inducible <i>Xist</i>                      | KO                         | +                        | -    |
| 1          | Doxycycline-inducible <i>Xist</i>                      | KO                         | +                        | -    |
| 2          | Doxycycline-inducible <i>Xist</i>                      | KD, Auxin-inducible degron | +                        | -    |
| 9          | Doxycycline-inducible <i>Xist</i> / physiological XCI  | KO                         | + / ?                    | -    |
| 10         | Doxycycline-inducible <i>Xist</i>                      | KO                         | +                        | -    |
| This study | Doxycycline-inducible <i>Xist</i> / physiological XCI  | KO                         | +/-                      | -    |

**Supplementary Table 2.** Genetically modified ESC lines generated in this study.

**Supplementary Table 3.** List of genotyping primers.

| Name                                | Sequence                  | Source                                                    |
|-------------------------------------|---------------------------|-----------------------------------------------------------|
| 9.5'-PuroR.integration.Fw           | GTGTCCTCATGCAAAGTGG       |                                                           |
| 12.5'-PuroR.integration.Rv          | TTAATTGTAGCCGCGTTCTAAC    |                                                           |
| 14.3'-PuroR.integration.Fw          | AGACTGCCTTGGGAAAAGCG      |                                                           |
| 16.3'-PuroR.integration.Rv          | CTGTACCCGAAGCACCATT       |                                                           |
| 250.RFLP1.Exon13.BlpI.Fw            | GACTTCAGCGTGAGGCAGAG      |                                                           |
| 250.RFLP1.Exon13.BlpI.Rv            | CACGCAGCCTATACCACCTG      |                                                           |
| X-LP-Dxmit65.Fw                     | ATATTAAGGGAGGTAACAAAGACCC | Whitehead Institute at MIT;<br>Center for Genome Research |
| X-LP-Dxmit65.Rv                     | GGTTTCTGTGATTGCTATAGGACA  |                                                           |
| 2.Across.Xist.Dox.Promoter.Fw       | CCCAGATGGGCAAGTTTAGA      |                                                           |
| 4.Across.Xist.Dox.Promoter.Rv       | CAGGACATCTGGGGCTATACA     |                                                           |
| 48.Spen.Rosa26.integration.Right.Fw | TTTGCATTCCAAAGGAACC       |                                                           |
| 49.Spen.Rosa26.integration.Right.Rv | ATACGAGGTCGCCAACATCT      |                                                           |
| 55.SpenRRM1.Fw                      | CGCTCCCTGTTATCTGAAGC      |                                                           |
| 56.Spen.Flag.Rv                     | AAGGACCACGACGGAGACTA      |                                                           |
| 1.3'-eGFP.integration.Fw            | TCCTTGAAGTCGATGCCCTT      |                                                           |
| 2.3'-eGFP.integration.Rv            | GTGGAAACCGACTACTGCCT      |                                                           |
| 4.5'-eGFP.integration.Fw            | GTTCTGCACATCCGACCAAG      |                                                           |
| 7.5'-eGFP.integration.Rv            | CACATGAAGCAGCACGACTT      |                                                           |
| 350-36. Fw Tsix LP, for DNA         | AGTGCAGCGCTTGTGTCA        | <sup>14</sup>                                             |
| 351-41. Rv Tsix LP, for DNA         | TATTACCCACGCCAGGCTTA      |                                                           |
| 356.Tsix Stop genotyping - 3F       | CTTTGGTTTTGATGCGGATT      |                                                           |
| 357.Tsix Stop genotyping - 3R       | GCCTCTGTCACTCCATCTCC      |                                                           |

**Supplementary Table 4.** List of expression and allele-specific primers.

| Name                       | Sequence                       | Source |
|----------------------------|--------------------------------|--------|
| Xist_129_F4                | GGAAGAAGGTAGGATTCTACCTCTTC     |        |
| Xist_cast_F4               | GGAAGAAGGTAGGATTCTACCTCATG     |        |
| Xist_R4                    | GCCAGCACTGATCTCAAGC            |        |
| 358.Xist_Ex1-2_F           | GGATCCTGCTTGAAGTACTGC          | 15     |
| 359.Xist_Ex1-2_R           | CAGGCAATCCTTCTTCTTGAG          |        |
| rnf12_Ex5_129F             | CAGAACGGGAAAAGGTACGC           |        |
| rnf12_Ex5_129R             | ATACCGGCAGAGAGATAGTATAGCTTGC   |        |
| rnf12_Ex5_Cast_F           | TTCAGAACGGGAAAAGGTACGT         |        |
| rnf12_Ex5_Cast_R           | GAATACCGGCAGAGAGATAGTATAGCTTGT |        |
| Tsix_In3_129_R             | CAGGGCTACCCTGGAAAAT            |        |
| Tsix_In3_Cast_R            | CCAGGGCTATCCTGGAAAATC          |        |
| Tsix_In3_F                 | TGCATTAGCTGCTCCTCTT            |        |
| 297.Hist2h2aa1.qPCR.Ctl.Fw | GTTTGCGCTTTCGTGATGTC           |        |
| 298.Hist2h2aa1.qPCR.Ctl.Rv | CCCCACCGGGAAGTGTAG             |        |
| 295.Rex1_F                 | CTAAGCAAGACGAGGCAAG            | 16     |
| 296.Rex1_R                 | AGAATGGGTTCGGAAAATC            |        |
| Nanog qPCR_FW              | AGGATGAAGTGCAAGCGGTG           | 17     |
| Nanog qPCR_RV              | TGCTGAGCCCTTCTGAATCAG          |        |
| Gata6.Fw                   | GAGCTGGTGCTACCAAGAGG           | 18     |
| Gata6.Rv                   | TGCAAAAGCCCATCTCTTCT           |        |
| 372_β-Actin qPCR_FW        | ACTATTGGCAACGAGCGGTTC          | 19     |
| 373_β-Actin qPCR_RV        | AGAGGTCTTTACGGATGTCAACG        |        |
| 94. SPEN Exon10. qPCR Fw   | GCAAATCGGGAAAGCCAACT           | 8      |
| 95. SPEN Exon11. qPCR Rv   | CTGCACTCCAGTCTTCATGC           |        |
| 489.Klf4 qPCR_FW           | CCAGCAAGTCAGCTTGTA             | 16     |
| 490.Klf4 qPCR_RV           | GGGCATGTTCAAGTTGGATT           |        |
| 485.Oct4 qPCR_FW           | CCCCAATGCCGTGAAGTTG            | 16     |
| 486.Oct4 qPCR_RV           | TCAGCAGCTTGGCAAAGTGT           |        |

## **Supplementary references**

1. Nesterova, T. B. *et al.* Systematic allelic analysis defines the interplay of key pathways in X chromosome inactivation. *Nat. Commun.* **10**, 1–15 (2019).
2. Dossin, F. *et al.* SPEN integrates transcriptional and epigenetic control of X-inactivation. *Nature* **578**, 455–460 (2020).
3. Żylicz, J. J. *et al.* The Implication of Early Chromatin Changes in X Chromosome Inactivation. *Cell* **176**, 182–197.e23 (2019).
4. Chu, C. *et al.* Systematic discovery of Xist RNA binding proteins. *Cell* **161**, 404–416 (2015).
5. McHugh, C. A. *et al.* The Xist lncRNA interacts directly with SHARP to silence transcription through HDAC3. *Nature* **521**, 232–236 (2015).
6. Minajigi, A. *et al.* A comprehensive Xist interactome reveals cohesin repulsion and an RNA-directed chromosome conformation. *Science (80-. ).* **316**, (2015).
7. Moindrot, B. *et al.* A Pooled shRNA Screen Identifies Rbm15, Spen, and Wtap as Factors Required for Xist RNA-Mediated Silencing. *Cell Rep.* **12**, 562–572 (2015).
8. Monfort, A. *et al.* Identification of Spen as a crucial factor for Xist function through forward genetic screening in haploid embryonic stem cells. *Cell Rep.* **12**, 554–561 (2015).
9. Carter, A. C. *et al.* Spen links rna-mediated endogenous retrovirus silencing and x chromosome inactivation. *Elife* **9**, 1–58 (2020).
10. Trotman, J. B. *et al.* Elements at the 5' end of Xist harbor SPEN-independent transcriptional antiterminator activity. *Nucleic Acids Res.* 1–18 (2020) doi:10.1093/nar/gkaa789.
11. Loda, A. *et al.* Genetic and epigenetic features direct differential efficiency of Xist-mediated silencing at X-chromosomal and autosomal locations. *Nat. Commun.* **8**, (2017).
12. Monkhorst, K., Jonkers, I., Rentmeester, E., Grosveld, F. & Gribnau, J. X Inactivation Counting and Choice Is a Stochastic Process: Evidence for Involvement of an X-Linked Activator. *Cell* **132**, 410–421 (2008).
13. Luikenhuis, S., Wutz, A. & Jaenisch, R. Antisense Transcription through the Xist Locus Mediates Tsix Function in Embryonic Stem Cells. *Mol. Cell. Biol.* **21**, 8512–8520 (2001).
14. Loos, F. *et al.* Xist and Tsix Transcription Dynamics Is Regulated by the X-to-Autosome Ratio and Semistable Transcriptional States. *Mol. Cell. Biol.* **36**, 2656–2667 (2016).
15. Chureau, C. *et al.* Ftx is a non-coding RNA which affects Xist expression and chromatin structure within the X-inactivation center region. *Hum. Mol. Genet.* **20**, 705–718 (2011).
16. Gontan, C. *et al.* RNF12 initiates X-chromosome inactivation by targeting REX1 for degradation. *Nature* **485**, 386–390 (2012).
17. Navarro, P. *et al.* Molecular Coupling of Xist Regulation and Pluripotency. **321**, 1693–1696 (2008).
18. Shimosato, D., Shiki, M. & Niwa, H. Extra-embryonic endoderm cells derived from ES cells induced by GATA Factors acquire the character of XEN cells. **12**, 1–12 (2007).
19. Jonkers, I. *et al.* Xist RNA Is Confined to the Nuclear Territory of the Silenced X Chromosome throughout the Cell Cycle. *Mol. Cell. Biol.* **28**, 5583–5594 (2008).

How the deposited data were processed for this re-analysis (not part of the article)

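The deposited files of the study hold RNA-seq counts of Wt and Spen-/- ESCs, 2 biological replicates in each of 8 conditions, with doxycycline given for 4 days before day 0 at 2 µg/mL where it was used. The authors made libraries by Smart-seq2 from at most 1 ng of total RNA, sequenced them as 50 bp single-end reads, and aligned them with hisat2 2.2.1 to an mm10 genome in which the variants between 129/Sv and Cast/Ei (Sanger release 5) were masked. Reads were split by allele with SNPsplit 0.3.4, handled with samtools 1.10 and counted with HTSeq 0.12.4 on Ensembl 98. The paper's text states neither the strand setting of the counting nor a removal of duplicates. Each deposited file gives the authors' raw counts, without normalization, for 55421 genes in 3 columns, reads from 129/Sv, reads from Cast/Ei and unassigned reads. Lines for reads on no gene, which held 31.6% to 45.4% of the reads in the files, stayed out of library sizes and tests. Chromosome, position and type came from GENCODE release M21 (GRCm38), which holds 55240 of the genes. The 181 others were left out of tests that need a chromosome. No sample was left out. The other assays of the study were not analysed here.

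Depth and spread limit what can be seen. Reads on genes per library had a median of 9634647.5. Replicates differed by far more than counting error, with a chi-square per degree of freedom of 12.8 to 89.9 and a correlation of log2 counts of 0.740 (Spen-/- day 7) to 0.965 (Wt day 3), and no files were identical. Replicate numbers were checked for pairing across conditions by correlating differences between replicates over 11008 genes. The 28 correlations had a median of 0.0182 and a range of -0.116 to 0.260. Of these 5 were above 0.1, namely the 3 between Wt without doxycycline, Wt with it and Spen-/- without it at day 0 (0.260, 0.193 and 0.164) and those of Wt day 7 with Spen-/- day 0 with and without doxycycline (0.154 and 0.104), and 2 were below -0.1. Pairing of some libraries is therefore not excluded. The tests were set without a replicate block before the files were examined, and a block was tried as an alternative.

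Analyses used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. For the allelic test, the 129 and Cast counts of a library were 2 observations with a common library size, in a design with a term per library and a term for allele by condition. Genes needed more than 20 allele-specific reads over both replicates of each compared condition. Total counts were filtered with filterByExpr (min.count 10, min.total.count 15, large.n 10, min.prop 0.7), scaled with TMM and tested with quasi-likelihood F-tests in 1 fit of all 16 libraries, over 18150 genes. Benjamini-Hochberg adjustment covered all genes tested in a comparison, with a threshold of 0.05. Set tests used fry. Their adjustment over 6 comparisons of allelic counts and 6 of total counts was added after the p-values had been seen. It moved none across 0.05 in the main fits. With scaling per allele, the genotype difference at day 0 without doxycycline passed 0.05 before this adjustment and not after it. Mann-Whitney and Wilcoxon tests across genes were adjusted over the 4 comparisons of each kind and take genes as replicates. Gene lists for pluripotency, differentiation, Notch targets, escape from X inactivation, Y-linked genes and fibroblasts were written before the data were examined, and the first 3 were adjusted together over 24 tests.

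Genes were named by a rule. It covers every gene of a list of 17 that the paper names, the 5 genes with the largest change in each genotype comparison among those past the threshold, separated in every library and with a mean normalized count of at least 50, the 5 X-linked genes with the highest ratio in Wt cells at day 7 with more than 20 allele-specific reads in each replicate, and the genes of reported lists. Values of X-linked genes in the paper's Source Data had been seen when the rule was written. The choice of comparisons in which the 17 genes are reported, including Rlim at day 0 and the differentiation effects of Zfp42, Nanog and Gata6, was made after values had been seen.

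The tests were tested on simulated data, negative binomial counts with the means, library sizes and dispersions of the real genes. These dispersions came from the fits of all 16 libraries. Of genes changed 4-fold and 16-fold in the allelic test, 19% and 47% were called, with 5.71% false calls. In total counts 31% and 75% were called, with 1.85% false calls. A set of genes without change had a fry p = 0.211, and a set of 300 genes moved by 1.3-fold in the allelic counts a fry p = 2.70e-05 (n = 300 genes).

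Alternatives were minimums of more than 10, more than 50 and more than 20 reads in each replicate, leaving out Xist, Tsix and genes with a Cast share under 0.1 or over 0.9 in untreated Wt cells, scaling per allele, a replicate block, each library left out in turn, a fit of the compared libraries alone, DESeq2, summed reads, pooled ratios, DESeq2's size factors in edgeR, no filter on low counts, allele-specific reads only, camera in place of fry, and 2 instead of 3 groups by expression. The restriction to genes of the paper's Source Data and the minimum mean normalized count of 50 for X-linked medians were chosen after seeing the data. Intervals of shares are Wilson intervals at 95%.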

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

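The tests of reads given to the wrong allele, of lower Xist RNA, of copies of distal chromosome 12 and of the genes lower at day 7 were chosen after the result was seen, and the others before.

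The effect of doxycycline on the median Cast share of X-linked genes at day 0 differed between Spen-/- and Wt cells by 0.353, by a test of the difference itself. Reads given to the wrong allele cannot produce the fall in Wt cells, because total reads on X-linked genes, which need no allele, fell by 0.55 on the log2 scale relative to autosomal genes. Without a filter on low counts that median fell by 0.06, and the set test (fry) still passed an unadjusted p of 0.05. Depth does not explain it either, since with every library thinned to 1034604 allele-specific reads the difference was 0.364. What stays open is the amount of Xist RNA. Spen-/- cells with doxycycline had 0.258 times the Xist of Wt cells. In these libraries a loss of silencing through SPEN and one through less Xist therefore cannot be told apart at day 0, where both go with the genotype. Across days they do not go together throughout. Spen-/- cells at day 7 with doxycycline had 199.2 and 75.0 CPM of Xist at ratios of 0.496 and 0.503, whereas Wt cells had 66.9 and 44.6 CPM at 0.434 and 0.451 at day 3, and 180.4 CPM at 0.144 in replicate 1 with doxycycline at day 0. These values argue against the amount of Xist alone setting the ratio. They come from other days of differentiation and, at day 3, from the other allele and unsorted cells, so they do not decide it for day 0. In other lines, differentiated without doxycycline, the paper reports that Spen-/- cells with a Tsix stop did not silence Rnf12 although their Xist levels were normal. The difference between genotypes is the biological explanation the design gives.

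On chromosome 12, in data that the paper does not report on, 223 genes from Ppp2r5e (75450881 to 75596245) to Sp4 (118234933 to 118301440) had a median Cast share of 0.727, against 0.506 for the 169 genes before them up to Snapc1 (73964481 to 73988966) and 0.489 on the other autosomes. The shift was present in all 16 libraries, at 0.717 to 0.782. A gain or loss of the whole chromosome is excluded by the 0.506 of its first part. A 129 chromosome that differs from the 129 reference would scatter the genes, and their interquartile range of 0.0977 was no wider than the 0.115 of the other autosomes. With 1 extra Cast copy of the distal part the share would be at most 0.667, and the lowest library had 0.717. More than 1 extra Cast copy, or loss of the 129 copy in part of the cells, stays open at a median of 0.727, because no library lacks the shift and total reads could not be compared. No biological explanation was tested, since the shift is in both genotypes. X-linked ratios do not depend on this region.

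Reads on 4 Y-linked genes, which female cells should lack, reached 17.1 CPM (of reads on genes, without TMM factors) in a Spen-/- library at day 0 without doxycycline. They exceeded the floor of 3 reads per library in 7 of 8 day 0 libraries (median 5.34 CPM) and in 1 of 8 at days 3 and 7 (0.567). The paper states that the ESCs were grown on male feeder cells, which were eliminated before differentiation. Fewer Y-linked reads after day 0 are the direction that this would give. Male feeder cells are therefore a candidate source. Their fibroblast genes should then be highest where Y-linked reads are, and over the 8 day 0 libraries the Spearman correlation was 0.286 (permutation p = 0.501) and the Pearson correlation 0.346 (permutation p = 0.362), or 0.443 without the 2 farthest libraries. With 8 libraries this decides nothing, the more so as fibroblast genes were read in the libraries of days 3 and 7 with 0 Y-linked reads too (61.2 to 96.4 CPM). No biological explanation was tested.

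At day 7 with doxycycline 1222 genes differed in total counts between genotypes, 553 higher and 669 lower in Spen-/- cells, a comparison that the paper does not report. Of 715 X-linked genes tested, 105 were higher and 17 lower. These numbers were 129 and 41 without a filter on low counts, 161 and 34 with DESeq2, and 0 in a fit of the compared libraries alone. Lower depth is no explanation for the fewer genes detected in both Spen-/- libraries, because thinned to the depth of the shallowest library they had 14682 and 15209 genes with a read, against 16914 to 21827 in the others. Few starting molecules, copied by PCR, may explain part of the pattern. They predict a wider allelic spread on autosomes as well, and its root mean square was 0.172 and 0.177 in these libraries against 0.0717 to 0.133 in the other 14. Of the genes called lower, 54.1% had no reads in 1 or both Spen-/- libraries and 281 had none in both, which lost molecules and absent transcripts would both give, so they cannot be told apart for these genes. A difference in differentiation between the genotypes stays open. So does one in cell death, which the paper reports to be more frequent in Spen-/- than in Wt cells upon monolayer differentiation. Mitochondrial genes held 4.81% and 2.45% of the reads on genes in the Spen-/- libraries of day 7, against at most 1.86% in any other library. Cell death was not tested as a source of these differences.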

How the results depend on the processing

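The restriction to genes of the Source Data and the minimum mean count of 50 were tests chosen after the result was seen, and neither moved a called X-linked median to the other side of 0 or of the threshold. With the mean count of 50, however, 499 genes were higher and 474 lower at day 7, against 553 and 669, so the direction of the majority was reversed. A library left out leaves a condition with 1 library, which is then assumed to vary like the others.

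Of 82 comparisons of an allelic median with an alternative, 71 moved by less than the spread between replicates or kept their side of the threshold, and none of the called medians changed direction. Summed reads gave smaller differences, -0.290 in Wt cells at day 0, 0.290 between the effects of doxycycline, 0.347 at day 7 and -0.0184 between genotypes at day 0 without doxycycline. Pooled ratios gave -0.346 and -0.0498 for the first and last of these. Scaling per allele gave -0.0147 for Spen-/- cells at day 0, on the other side of 0 and not past the threshold in either case. The genotype difference at day 0 without doxycycline was -0.0428 to -0.0332 with 1 library left out and then no longer past 0.05, and the cause was not tested.

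Numbers of X-linked genes with a changed ratio moved more, in 14 of 82 comparisons. In Wt cells at day 0 the 41 became 27 in a fit of the compared libraries alone, 73 with DESeq2 and 12 to 27 with 1 library left out (12 without Wt dox replicate 1, 15 without Wt no dox replicate 2, 24 without Wt dox replicate 2). At day 7 the 119 became 2 in the fit of 4 libraries, which has fewer libraries to estimate the spread from, and 73 to 137 with 1 left out (73 without Wt replicate 2). The 13 of the difference between doxycycline effects became 40 with DESeq2 and 7 to 11 with 1 left out (7 or 8 without any of 5 libraries, 11 without Spen-/- no dox replicate 1).

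Numbers of genes with changed total counts depended most on the processing, with 36 of 80 comparisons within 1.5 times and 12 reversed in which direction held the majority. Without a filter on low counts, over 31692 genes, there were 17 at day 0 without doxycycline, 385 with it (93 higher, 292 lower), 23 at day 3, 2521 at day 7, 290 and 252 for doxycycline in Wt and Spen-/- cells, and 949 and 916 for differentiation (in Spen-/- cells 499 higher, 417 lower). DESeq2 called 55, 545 (212 higher, 333 lower), 15, 3008, 344, 413, 1235 and 1204 (623 higher, 581 lower) in the same order. A fit of the compared libraries alone called 0 genes where the fit of all libraries called 15, 1222, 27, 10, 264 and 223. Allele-specific reads only gave 21 for doxycycline in Spen-/- cells, and a replicate block 45 for doxycycline in Wt cells. With 1 library left out the ranges were 0 to 2 at day 0 without doxycycline, 2 to 15 with it, 483 to 1641 at day 7, 2 to 202 and 3 to 27 for doxycycline in Wt and Spen-/- cells, and 32 to 650 and 55 to 256 for differentiation. Genes lower than Wt became the majority at day 0 with doxycycline in 3 of these (15 without Spen-/- replicate 1, 10 without Spen-/- replicate 2, 3 without Wt replicate 2), and genes higher for doxycycline in 1 each (202 without Wt no dox replicate 1, 27 without Spen-/- no dox replicate 1) and for differentiation of Spen-/- cells in 3 (256 without day 0 replicate 1, 56 and 55 without day 3 replicate 1 or 2). The cause was not tested.

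Of 48 comparisons of X-linked medians in total counts, 46 kept their side of the threshold, a tally that does not show how far the medians moved. Without a filter on low counts (1349 X-linked genes against 715) the difference from autosomal genes went from 0.70 to 0 at day 7, from 0.63 to 0.00185 at day 0 with doxycycline and from -0.55 to -0.0564 for doxycycline in Wt cells, and with DESeq2 to 0, 0.0110 and -0.0914. The set test (fry) without a filter still passed an unadjusted p of 0.05 in these 3. Of the 1349 genes 334, 249 and 227 had no read in the compared libraries. With a mean count of at least 50 the values were 0.74, 0.65 and -0.58, and the value at day 3 was 0.24. At day 3 the 0.25 became 0.0861 without a filter, no longer past the threshold, 0.0603 with DESeq2 and 0.20 to 0.25 with 1 library left out, past it except without Wt replicate 1 (0.22). Of 48 list tests 39 kept theirs. With camera the adjusted p-values of the differentiation list were 0.466 at day 7, 0.0708 for doxycycline in Wt cells, and 0.177 and 0.203 for differentiation of Wt and Spen-/- cells, and those of the Notch list 0.244 at day 7 and 0.969, with the direction changed, for differentiation of Spen-/- cells. With a replicate block the Notch list reached 0.0235 at day 0 with doxycycline and 0.0363 for doxycycline in Spen-/- cells, and the differentiation list 0.0235 for the latter. The cause was not tested. The median z of lowly expressed genes was -0.0396 to 0 with 1 library left out, lowest without Spen-/- dox replicate 1. Of 445 comparisons of single genes 367 stayed the same, 51 were weaker, 7 stronger and 20 moved. In simulated data single genes were detected less readily than a set, and depth was not separated from the spread between replicates as the cause.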

Differences from the paper's values

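Of the tests reported here, the restriction to genes of the Source Data was chosen after the result was seen. The paper's tests and those repeated here took genes and not libraries as replicates. Allelic ratios of the genes in the paper's Source Data equal those computed here to 1e-06, and the p-values differ as follows.

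For the Wilcoxon signed-rank test across genes the paper's adjusted p-values are 2.59e-41 for Wt cells at day 0, 1.07e-18 at day 3 and 1.32e-40 at day 7, where the values here were 1.34e-43 (n = 276 genes), 3.47e-17 (n = 314) and 3.46e-42 (n = 263). For the Mann-Whitney test across genes the minus log10 of the paper's adjusted p is about 66 for Wt cells at day 0, about 8.8 at day 3 and about 72 at day 7 in Fig. 1b, read by eye, where the values here were 62.7, 7.16 and 67.9 (adjusted p of 2.23e-63, 6.85e-08 and 1.15e-68). Differences were judged on the p-values and not on their logarithms. None of the alternatives set before the data were examined (more than 10 reads, more than 50, more than 20 in each replicate, or without Xist, Tsix and genes with a one-sided ratio) brought any of these 6 p-values within 1.5 times the paper's. With only the X-linked genes of the Source Data, a setting chosen after seeing the values that drops 0 of the paper's genes, the values were 2.59e-41, 1.07e-18 and 1.32e-40 for the Wilcoxon test and 3.44e-67, 1.52e-09 and 8.59e-73 for the Mann-Whitney test. All these p-values lie far below 0.05 on either side.

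From RT-qPCR the paper states that Spen-/- cells silenced Rex1 (Zfp42) and Nanog properly and raised Gata6 upon differentiation. In the RNA-seq libraries without doxycycline, Zfp42 fell from day 0 to day 3 in Spen-/- cells, with a log2 fold change of -2.46 (edgeR, adjusted p = 0.000224) against -3.44 in Wt cells (adjusted p = 4.31e-05), and Gata6 had 4.58 (adjusted p = 0.461). Nanog did not fall, with 0.27 in Spen-/- (adjusted p = 0.782) and -0.11 in Wt cells (adjusted p = 0.942). At day 7 with doxycycline Zfp42 and Nanog were higher in Spen-/- than in Wt cells, by 4.02 (edgeR, adjusted p = 5.46e-06) and 1.70 (adjusted p = 0.00802) on the log2 scale. The paper's RT-qPCR was done without doxycycline at days 0, 3, 5 and 7, so the libraries of days 0 and 3 differ from it in the assay, and those of day 7 in doxycycline as well.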

Other observations

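The tests of provisional gene names, of the day 3 difference against day 0, of the pluripotency list and of sorting were chosen after the result was seen. The others were chosen before.

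Reads on Spen in Spen-/- libraries could come from feeder cells with an intact gene. Such cells would bring Y-linked reads, and the 5 Spen-/- libraries with at most 3 Y-linked reads (2 in all) held 45 Spen reads, so feeders are not the whole source. Where the reads lie within the gene was not tested.

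More genes passed the minimum of 20 reads here than the Source Data lists, 41 in all, of which 15 were protein-coding, 15 pseudogenes and 11 of other types. Gene type is therefore not what separates them. All 41 had a provisional symbol (a Gm number or a Rik clone), against 1 of 370 in the Source Data, and a candidate explanation is that such names were left out.

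In Wt cells at day 0 with doxycycline the Xi share rose with distance from Xist (Spearman correlation 0.155, adjusted p = 0.0270, Pearson 0.164, n = 290 genes), while for the change of the share the correlation was 0.109 (adjusted p = 0.118, Pearson 0.107, n = 274 genes), so an effect of distance was left undecided. Silencing without SPEN that reaches only genes near Xist would lower their Cast share in Spen-/- cells. For 45 genes within 10 Mb the median change was 0.025, not below the 0.00988 of 229 genes farther away (permutation p = 0.444).

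The genotype difference in the 129 share of X-linked genes at day 3 could be one between the lines that was there before differentiation. For Rnf12, the paper proposes that very low Xist might partly silence the gene already in undifferentiated cells. A difference at day 0 does not by itself exclude silencing. Over 260 genes the mean 129 share without doxycycline fell from 0.495 at day 0 to 0.446 at day 3 in Wt cells. In Spen-/- cells it fell from 0.531 to 0.509. The autosomal median Cast share rose over the same days, from 0.483 and 0.465 to 0.500 and 0.495 in Spen-/- libraries. In Wt libraries it rose from 0.477 and 0.485 to 0.500 in each replicate. The 129 shares were not corrected for this, so the fall in Spen-/- cells does not count against silencing in Wt cells alone. The genotype difference was 0.0635 at day 3 and 0.0362 at day 0 without doxycycline over the same 260 genes. The increase of 0.0273 (0.0180 to 0.0365 with 1 library left out) had the sign that silencing in Wt cells alone would give, but passed an unadjusted p of 0.05 in none of these fits (fry), so a difference between the lines and one in silencing cannot be told apart with 2 libraries per condition.

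The list of 9 pluripotency genes was higher in Spen-/- than in Wt cells at day 7 (8 of 9 genes, median log2 fold change 1.70, fry in the edgeR fit, adjusted p = 1.33e-05, camera 0.000645) and at day 0 with doxycycline (8 of 9, 0.43, adjusted p = 0.0164). Random loss of molecules would move a list in no fixed direction, which the 1.33e-05 argues against. A second active X chromosome may raise these genes. It predicts no difference at day 0 without doxycycline, where the adjusted p was 0.690, but the same holds for any effect that needs doxycycline or differentiation, so these cannot be told apart. At day 0 the list was lower with than without doxycycline, by -1.02 in Wt cells (adjusted p = 0.000495) and by -0.65 in Spen-/- cells (adjusted p = 0.0164), though in the latter 3 of 9 genes rose. All doxycycline libraries were sorted, so sorting and doxycycline cannot be told apart. From day 0 to day 3 it fell with a median of -2.45 in Wt (adjusted p = 7.28e-06) and -2.46 in Spen-/- cells (adjusted p = 9.64e-06). It was 0.32 higher in Spen-/- cells at day 3 (6 of 9, adjusted p = 0.345).

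The list of 10 differentiation genes was lower in Spen-/- cells at day 7 (7 of 10, median -0.63, edgeR fit with fry, adjusted p = 0.0401) and rose with doxycycline in Wt cells (9 of 10, 1.68, adjusted p = 0.0168) and with differentiation in Wt (1.55, adjusted p = 0.0168) and Spen-/- cells (1.52, adjusted p = 0.0298), none of which passed with camera. For doxycycline in Spen-/- cells the adjusted p was 0.0773 (0.0235 with a replicate block), and for genotype 0.583, 0.153 and 0.503 at day 0 without and with doxycycline and at day 3. Of 6 Notch targets tested 5 were lower at day 7 (median -4.00, adjusted p = 0.00855, camera 0.244). Adjusted p-values of this list were 0.601, 0.0513 (0.0235 with a replicate block) and 0.435 for genotype at day 0 without and with doxycycline and at day 3, 0.407 and 0.0854 (0.0363 with a block) for doxycycline in Wt and Spen-/- cells, and 0.239 and 0.880 for differentiation.

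In total counts at day 0 with doxycycline, 39 of 93 genes higher in Spen-/- cells were X-linked without a filter on low counts. With DESeq2 these were 78 of 212. With the filter, edgeR called 15 genes between genotypes, 10 higher in Spen-/- cells, all X-linked, and 5 lower (1816 at an unadjusted p under 0.05). Those named by the rule were Rhox6 (log2 fold change 3.58), Rhox9 (3.53), Fmr1nb (3.01), Rhox5 (2.84) and Sh2d3c, with 0 reads in both Spen-/- libraries and at least 44.6-fold lower. At day 7 they were T, Usp18, Aplnr, Arrdc4 and Tmem176b, with 0 reads in both Spen-/- libraries and at least 498-fold, 278-fold, 260.5-fold, 215-fold and 199-fold lower, against a floor of 3 counts per library. This floor covers counting error only, and molecules lost from the Spen-/- libraries of day 7 could give 0 reads too. The edgeR test called 0 genes at day 0 without doxycycline (784 at an unadjusted p under 0.05, 55 by DESeq2) and 0 at day 3 (577, and 15 by DESeq2). X-linked genes were 0.63 higher on the log2 scale in Spen-/- cells at day 0 with doxycycline, relative to autosomal genes (edgeR fit with fry, adjusted p = 3.59e-05), or 0.00185 without a filter on low counts, and 0.02 higher without doxycycline (adjusted p = 0.913).

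Of the 17 genes the paper names, 8 passed an adjusted p of 0.05 between genotypes at day 7, 1 (Rlim, 1.20 higher, adjusted p = 0.0331) at day 0 with doxycycline, and 0 in the other comparisons. Beside Spen, Zfp42 and Nanog these were Xist (-2.66, adjusted p = 0.00787), Rlim (1.48, adjusted p = 0.000617), Sox2 (2.00, adjusted p = 0.0436), Pou5f1 (-1.03, adjusted p = 0.0470) and Hdac3 (-1.32, adjusted p = 0.0280) in edgeR. The others had log2 fold changes of 2.65 (Tsix, adjusted p = 0.0646), 1.28 (Actb), 1.61 (Klf4), 0.36 (Pgk1), 0.02 (Myc), 0.03 (Gata6), 0.05 (Ezh2), -0.48 (Stard8) and 0.27 (Naa10). Xist had 66.9 and 44.6 CPM in Wt and 7.35 and 6.64 in Spen-/- cells at day 3 without doxycycline (log2 fold change -2.99), and 993.9 and 740.3 against 199.2 and 75.0 at day 7 with it. Without doxycycline at day 0 the log2 fold change was -0.74. At day 3 Tsix had 0.94.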
